# Activated Notch1 Target Genes during Embryonic Cell Differentiation Depend on the Cellular Context and Include Lineage Determinants and Inhibitors

**DOI:** 10.1371/journal.pone.0011481

**Published:** 2010-07-08

**Authors:** Franziska Meier-Stiegen, Ralf Schwanbeck, Kristina Bernoth, Simone Martini, Thomas Hieronymus, David Ruau, Martin Zenke, Ursula Just

## Abstract

**Background:**

Notch receptor signaling controls developmental cell fates in a cell-context dependent manner. Although Notch signaling directly regulates transcription via the RBP-J/CSL DNA binding protein, little is known about the target genes that are directly activated by Notch in the respective tissues.

**Methodology/Principal Findings:**

To analyze how Notch signaling mediates its context dependent function(s), we utilized a Tamoxifen-inducible system to activate Notch1 in murine embryonic stem cells at different stages of mesodermal differentiation and performed global transcriptional analyses. We find that the majority of genes regulated by Notch1 are unique for the cell type and vary widely dependent on other signals. We further show that Notch1 signaling regulates expression of genes playing key roles in cell differentiation, cell cycle control and apoptosis in a context dependent manner. In addition to the known Notch1 targets of the Hes and Hey families of transcriptional repressors, Notch1 activates the expression of regulatory transcription factors such as Sox9, Pax6, Runx1, Myf5 and Id proteins that are critically involved in lineage decisions in the absence of protein synthesis.

**Conclusion/Significance:**

We suggest that Notch signaling determines lineage decisions and expansion of stem cells by directly activating both key lineage specific transcription factors and their repressors (Id and Hes/Hey proteins) and propose a model by which Notch signaling regulates cell fate commitment and self renewal in dependence of the intrinsic and extrinsic cellular context.

## Introduction

The Notch signaling pathway is a highly conserved signaling mechanism that controls cell fate decisions, proliferation and apoptosis during development and in the adult [1], [2]. In mammals, Notch proteins comprise a family of four transmembrane receptors (Notch1-4). Specific transmembrane ligands (Jagged-1, Jagged-2, Delta-like-1, Delta-like-3, and Delta-like-4) interact with Notch receptors on neighboring cells. Activating ligands induce cleavage near the transmembrane region of the Notch intracellular domain (Notch^IC^) resulting in the release and nuclear translocation of Notch^IC^ [1]. Nuclear Notch^IC^ interacts with the transcriptional repressor RBP-Jκ (RBP-J/CSL/CBF1/Su(H)/Lag1), and converts it into an activator [3], leading to the expression of direct Notch target genes [4].

The outcome of Notch signaling is highly dependent on the cellular context [1]. Notch activity affects differentiation, proliferation, and apoptotic programs in concert with other cell-intrinsic or cell-extrinsic developmental cues that are necessary to execute specific developmental programs [1]. However, despite the identification of many interacting pathways [4], it remains unclear how the highly variable, context-specific effects of Notch signaling are integrated at the molecular level, i.e. which specific target gene programs are activated.

The best characterized direct targets of Notch signaling are the Hes (Hairy/Enhancer of Split) and Hey (also called Herp/Hesr/Hrt/CHF/gridlock) families of basic helix-loop-helix (bHLH)-type transcriptional repressors [5], [6]. Notch/RBP-J signaling activates Hes/Hey transcription, which leads to repression of Hes/Hey target genes such as tissue-specific transcriptional activators, thereby preventing differentiation [5]. More recently, several other genes with quite diverse functions have been found to be directly regulated by Notch signaling [7], [8], implying that Notch exerts its pleiotropic functions by acting through multiple specific targets.

Early mammalian development is characterized by a series of events resulting in the formation of the three germ layers, ectoderm, mesoderm and endoderm, which later segregate and further differentiate to form mature tissues. Components of the Notch pathway are present in mammalian cells during the early stages of embryogenesis [9], [10] and correct Notch signals are required for normal early embryonic development [11]–[13]. We and others have shown that Notch blocks mesodermal differentiation at the initial stages of embryonic stem cell (ESC) differentiation and promotes neuroectodermal commitment when these cells are cultured in the absence of self renewal and serum factors, suggesting that Notch signaling plays a role during the specification of the germ layers during mammalian embryogenesis [10], [14], [15]. At a later stage during mesodermal differentiation, in Flk1 receptor expressing mesodermal progenitor cells, Notch signaling inhibits the generation of muscle, endothelial and hematopoietic cells and favors the generation of mural cells [14].

To examine the cell context-dependent regulation of Notch target genes systematically, we have performed genome-wide transcriptome analyses of Notch1-induced genes in murine ESC under different cell extrinsic cues and in mesodermal cells. We show that Notch signaling activates expression of genes involved as key factors in cell differentiation, cell cycle control and apoptosis in a highly cell-extrinsic and cell-intrinsic cell-context dependent manner. In addition to the classical immediate Notch downstream genes of the Hes and Hey famliy of transcriptional repressors, we identified several key transcription factors such as Sox9, Pax6, Runx1, Myf5 and Id (inhibitor of DNA binding or differentiation) proteins that are critically involved in lineage decisions as differentially regulated Notch1 target genes. Based on our findings we propose a model for a cell-context dependent regulatory network controlling cell fate that involves integration of Notch and other cell-extrinsic and cell-intrinsic signals to fine-tune the level of expression of positive and negative lineage determinants for timed, cell-context dependent lineage-decisions.

## Results and Discussion

### Activation of Notch1^IC^ induces expression of specific target genes in embryonic stem cells and mesodermal cells in a highly cell-intrinsic and cell-extrinsic context dependent manner

To identify cell-context dependent Notch target genes during ESC differentiation, we employed a conditional Notch activation system that allows the timed activation of Notch1 signaling by the addition of 4-hydroxy-tamoxifen (OHT) in an *in vitro* developmental model system closely resembling *in vivo* development [14]. 

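NERT, the intracellular domain of Notch1 joined to a hormone-binding domain, enters the nucleus when OHT is added, and CHX blocks protein synthesis. Expression was read on 16 arrays, 12 of EB5 NERT and 4 of EB5 control cells. EB5 NERT cells in ESCe and in ESCm gave 1 array each without and with OHT, and so did EB5 control cells in ESCm and after mesodermal differentiation. EB5 NERT mesodermal cells gave 2 arrays each without OHT, with OHT, with CHX alone, and with CHX and OHT. OHT was used at 1 µM for 4 h and CHX at 50 µg/ml, and the mesodermal cells were 4 d old by the sample labels and 4 to 5 d old by the Methods. The authors' deposited values are linear model-based expression intensities from dChip for 45037 probe sets per array, with array medians of 42.0 to 46.9 and with 46.2% to 48.7% of values at 50 or more. Detection calls were not used here. The 8 NERT mesoderm arrays were fitted with limma over 23971 probe sets (4 residual degrees of freedom), and all 16 arrays over 25847 probe sets (6 residual degrees of freedom). In the larger fit the ESC response is the mean over both media, differences between the media in that response count as spread, and the single arrays are taken to vary as the replicated groups do. Changes are log2 ratios after adding 25 to each value, so those of weakly expressed genes are understated, and a ratio against a mean under 25 is given against 25 and marked as at least that large. A gene is read from its most strongly expressed probe set. The p-values measure only the spread between these arrays, which may be technical, and the number of arrays limits their precision.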

Using EB5 ESC carrying an OHT-inducible form of murine Notch1^IC^ (EB5 NERT [14]) or control cell lines carrying the pCAG expression vector without the NERT cDNA (EB5 control), the genome-wide, activated Notch1 induced changes in the expression of genes in ESC cultured in differentiation-inducing conditions favoring either mesodermal (ESCm) or ectodermal (ESCe) differentiation or in mesodermal cells (Mesoderm) were determined (Fig. 1A). Based on earlier studies on the induction of previously identified Notch1 target genes and on the time required for activated Notch1 to induce cell lineages decisions in our OHT-dependent systems [14], [16]–[18], we chose a 4 h induction period with OHT. To further test whether the identified genes are likely direct targets of activated Notch1, we determined mRNAs regulated by Notch1 signaling in the absence of *de novo* protein synthesis. The efficient mesodermal differentiation and biological activity of Notch1 activation at the time of RNA isolation was confirmed by differentiating the cells on either OP9 cells or collagen IV and activating Notch1 signaling by OHT (Fig. 1B). In line with our recent study [14], activation of Notch1 signaling by the addition of OHT strongly reduced the generation of Flk1^+^ mesodermal progenitor cells from EB5 NERT ESC (Fig. 1B), while OHT treatment had no effect on the differentiation of EB5 control ESC (Fig. 1B). Pluripotency of ESC and correct differentiation were further confirmed by monitoring the expression of *Rex1* (*Zfp42*), a gene commonly used as a landmark of pluripotency, and the expression of genes indicative of ectoderm, i.e. *Pax6*, or of mesoderm, i.e. Brachyury (*T*), respectively (Fig. 1C).

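Zfp42 (Rex1), a marker of undifferentiated ESC, stood at 5017 ± 494 in ESC and 1690.5 ± 968 in mesodermal cells without CHX (SD, n = 6 arrays each), 2.97-fold higher in ESC. Pax6, a regulator of neural and eye development, stood at 128 ± 97.4 and 26.6 ± 6.3, 4.82-fold higher in ESC. Without the OHT-treated NERT arrays Pax6 was 69.1 ± 41.9 and 26.6 ± 8.1 (n = 4 each, exact two-sided permutation p = 0.0857). Among 20 pluripotency genes, 13 were higher in ESC, among them Klf4 (975 ± 105.5 and 335.5 ± 214) and Esrrb (968 ± 99.7 and 396 ± 210.3), both regulators of self renewal, and 6 were not called. Pou5f1, a core pluripotency factor, was at 2776 ± 179 and 2591 ± 675 (adjusted p = 0.511 in the permutation test), and the Nodal antagonist Lefty1 was 3.42-fold higher in mesodermal cells. Among 20 genes of early mesoderm and primitive streak, 10 were higher in mesodermal cells (11 adjusted over the list alone), including the signal Fgf8 (10.6 ± 4.2 and 533 ± 253, at least 21.3-fold) and the streak factors Mixl1 (16.0-fold) and Eomes (6.66-fold). Tcf15, a factor of paraxial mesoderm, ran the other way with 2014 ± 118 in ESC and 513 ± 176 in mesodermal cells, as did Meox1 at low values (12.1 and 6.0). The other 8 were not called. Among them was Kdr, which encodes Flk1 (192 ± 38.3 and 190.5 ± 66.1, adjusted p = 0.874 in the permutation test). Of 17 neuroectoderm genes, 5 were higher in ESC (Gbx2, Pax6, Sox1, Sox2 and Tubb3) and 3 lower (Pou3f1, Sox3 and Zic2), and of 14 endoderm genes Gata4 and Gata6 were higher in ESC. Calls are from an exact two-sided permutation test of 6 against 6 arrays, adjusted over 70 markers, whose smallest possible p is 0.0022 (adjusted p = 0.0063 for Zfp42 and 0.0157 for Pax6). The arrays of a population pool both lines and both OHT states, so clone differences count as spread.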

**Figure 1:**
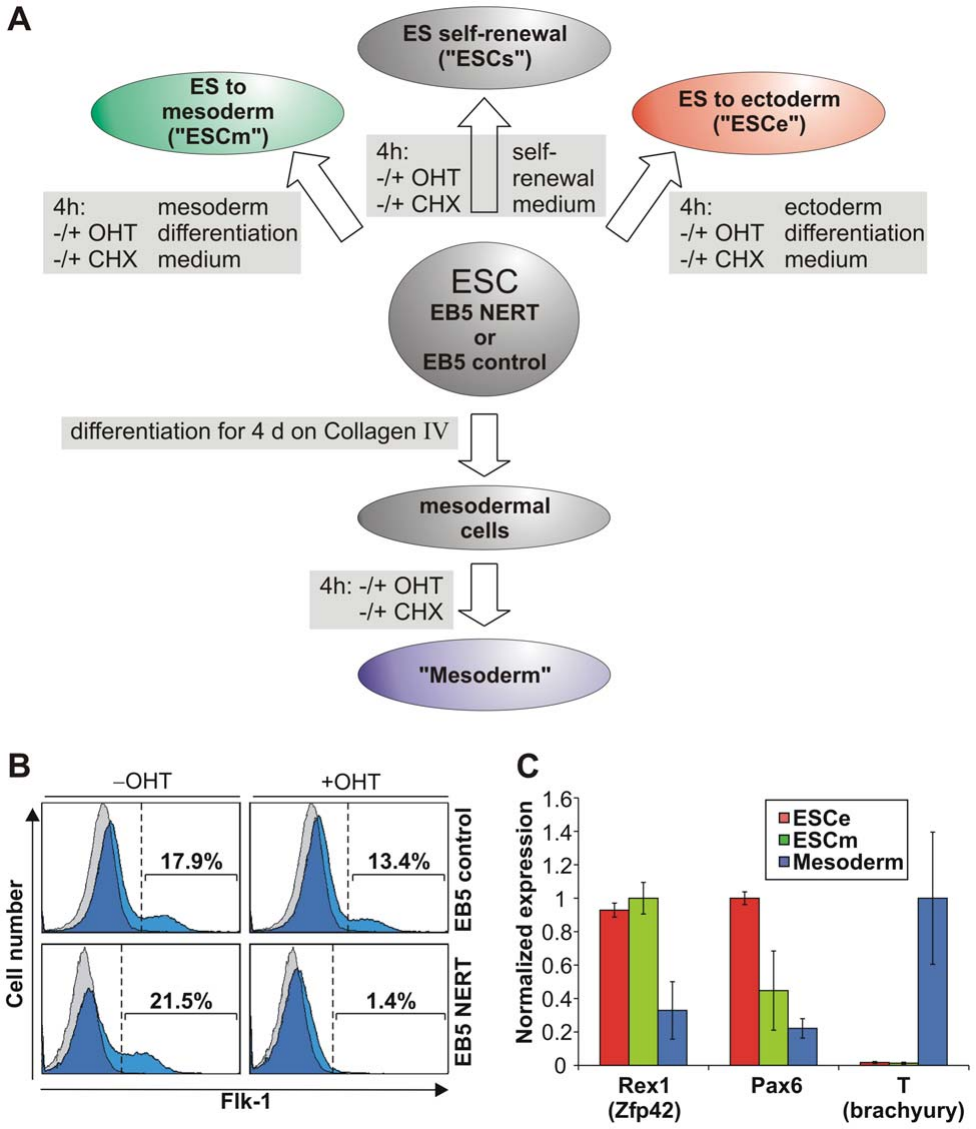
Cell populations used for investigation of Notch1 signaling. (A) Scheme of cell populations and culture conditions for identification of Notch1 target genes. Undifferentiated EB5 NERT or EB5 control ESC were kept under self-renewal conditions (ESCs) and treated with OHT for 4 h. Alternatively, ESC were cultured in ectodermal differentiation medium (ES to ectoderm; ESCe) or mesodermal differentiation medium (ES to mesoderm; ESCm) during OHT treatment. Furthermore, ESC were differentiated for 4 d on Collagen IV to mesodermal cells (Mesoderm), which were then treated by OHT for 4 h. To distinguish direct from indirect targets, all experiments were additionally performed with or without CHX to inhibit protein synthesis. After 4 h OHT treatment, RNA was extracted from the different cell populations and subjected to further analysis. (B) Mesodermal differentiation of ESC and its suppression by activated Notch1. EB5 control or EB5 NERT cells were cultured for 4.5 d in mesodermal differentiation medium on OP9 stromal cells with or without OHT and the percentage of Flk1+ cells was analyzed by flow cytometry. Histograms of the cells stained with anti-Flk-1 antibody are depicted in blue and histograms of the cells stained with isotype matched mouse IgG are depicted in grey. The area left to the dotted line indicates Flk-1+ cells. The percentage of Flk-1+ cells is shown for each histogram. One representative example of eleven (EB5 NERT cells) or four (EB5 controls cells) experiments is shown, respectively. Reduction of Flk+ positive cells is statistically significant (p<0.01). (C) Expression of Rex1, Pax6, and T (brachyury), which characterize undifferentiated ESC, ectodermal cells and mesodermal cells, respectively, in the cell populations used for array analyses. The different cell types described in A were evaluated for RNA expression of key pluripotency and differentiation genes via microarray analysis. The expression was normalized to the highest mean. Error bars indicate standard deviation. Since Pax6 was identified as a Notch1 target, OHT induced samples were not included for calculation of this gene.

First, we analyzed the gene array data by principal component analysis (PCA) that clusters data sets according to their degree of correlation (Fig. 2A and Video S1). PCA shows that samples of each cell population, i.e. ESC (ESCe and ESCm) and mesodermal cells (Mesoderm), cluster together, regardless of the expression of the NERT protein or the presence of OHT. 

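EB5 NERT and control ESC in both media, 6 arrays, lay between -65.7 and -49.0 on the first principal component, and the 6 arrays of mesodermal cells without CHX between -16.2 and 22.3. The second component set the same populations apart, with ESC between -25.9 and -19.4 and mesodermal cells between 28.0 and 57.1. Uninduced ESCe and ESCm of the NERT line were 0.22 apart, as the root mean square of log2 differences over 25847 probe sets. Any ESC array was 0.18 to 0.34 from any other ESC array (median 0.27), any mesodermal array 0.17 to 0.48 from any other (median 0.39), and ESC were 0.50 to 0.78 from mesodermal cells (median 0.69). These components carried 56.5% and 24.2% of the variance. These distances were not tested.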

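In mesodermal cells without OHT, Mixl1, a factor of the primitive streak, was at 1055 ± 281 (SD, n = 2) in the NERT line and 250.3 in the control line (n = 1), a log2 difference of 1.95 (SE 0.30), and Aplnr, the apelin receptor of early mesoderm, at 1052 ± 65.5 and 68.1 (3.53, SE 0.23). Evx1, another streak factor, was at 530.3 ± 136 and 142 (1.71, SE 0.31), whereas Eomes was not called (651 ± 134 and 505). Zfp42 stood at 1185 ± 571 and 2848 and was not called either (-1.33, SE 0.43). With the 12 conditions as groups (16 arrays, 4 residual degrees of freedom), limma called 256 probe sets higher and 76 lower in the NERT line (adjusted p = 0.0127 for Mixl1, 0.000297 for Aplnr, 0.0249 for Evx1, 0.653 for Eomes and 0.203 for Zfp42). Without replicate 1 of -OHT these 332 calls became 91, and Mixl1 and Evx1 were lost (limma adjusted p = 0.0773 and 0.142). There were 170 without replicate 2 of -OHT, and 196 and 201 without replicate 1 and 2 of +CHX -OHT. Of 17 genes of early mesoderm and primitive streak 3 were higher in the NERT line (9 adjusted over the list alone, median 0.61, limma camera adjusted p = 1.4e-05, and adjusted p = 0.29 with an estimated correlation), and of 20 pluripotency genes 1 was lower (5 adjusted over the list alone, median -0.84, limma camera adjusted p = 9.5e-11, and adjusted p = 0.29 with an estimated correlation). Other lists were also higher in the NERT line, among them interferon response genes (median 0.78, 14 of 16 above 0, 6 past limma). Their limma camera adjusted p was 4e-08, and 0.29 with an estimated correlation. Ephrins and Eph receptors (0.56, 13 of 15) and Wnt targets (0.66, 8 of 11) were too, with 2 genes of each list past limma. For these lists the limma camera adjusted p was 0.00028 and 0.00098, and 0.29 and 0.43 with an estimated correlation. Endoderm genes (0.04, 5 of 10) and neuroectoderm genes (-0.03, 5 of 15) were not higher. Without OHT the NERT mesodermal arrays were 0.39 to 0.41 from the control mesodermal array and 0.25 from each other, and control ESCm was 0.28 from NERT ESCm. Line and clone cannot be told apart here, and with n = 1 control array the test takes its spread from the NERT replicates.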

While control (Con.) and NERT expressing ESC cluster closely together, mesodermal cells cluster slightly apart in control (Con.) and NERT expressing cells, probably because kinetics of mesodermal differentiation varies in individual clones. 

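Without OHT, CHX raised most immediate early genes tested: Egr1 went from 190 ± 7.59 to 11941 ± 308 (SD, n = 2 per group), a log2 change of 5.80 (SE 0.14), and Fos and Jun, subunits of AP-1, by 4.72 (SE 0.20) and 4.24 (SE 0.17). The thioredoxin-binding protein Txnip and the zinc finger factor Egr2 rose by 5.55 (SE 0.22) and 5.45 (SE 0.18). Aplnr fell by 3.22 (SE 0.19) and Mixl1 fell by 2.93 (SE 0.25) on the log2 scale, and Cyp26a1, which degrades retinoic acid, fell by 2.42 (SE 0.23). Of 19 immediate early genes tested 17 rose and 1 fell, with a median of 2.44 (17 and 1 adjusted over the list alone, camera of limma, adjusted p = 1.7e-13, adjusted p = 0.62 with an estimated correlation). Of 17 genes of early mesoderm and primitive streak 10 fell, among them Eomes, Fgf8, Lhx1 and Evx1, and 1 rose (11 and 2 adjusted over the list alone, median -0.62, limma camera adjusted p = 3.1e-05, and adjusted p = 0.62 with an estimated correlation). Of 10 BMP targets 7 rose, with a median of 1.04 (7 adjusted over the list alone, limma camera adjusted p = 0.029, and adjusted p = 0.91 with an estimated correlation). Over all probe sets limma called 5059 higher and 2812 lower with CHX at an adjusted p under 0.05, with p-values from 1.3e-08 for Egr1 to 6e-05 for Cyp26a1 among the genes with values here. The count was 3890 without replicate 1 of +CHX -OHT, 4019 without replicate 1 of -OHT and 4460 without replicate 2 of -OHT. After quantile normalization the calls were 4336 higher and 4230 lower, so the excess of rises depends on the normalization. NERT mesodermal arrays with CHX were 0.62 to 0.81 from those without it.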

Cells treated with cycloheximide (CHX) cluster separately from both ESC and mesodermal cells, indicating that blocking protein synthesis profoundly alters the gene expression profile. 

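Induction moved NERT cells and not control cells along the third principal component, which carried 5.4% of the variance. With OHT, NERT ESCe moved by -15.4, NERT ESCm by -15.8, NERT mesodermal cells by -31.7, and NERT mesodermal cells with CHX by -26.5, over a range of 53.2. Control ESCm and control mesodermal cells moved by -0.2 and -0.5. Without OHT the lines also differed on this component, with NERT cells on the side to which induction moved them. Control mesodermal cells lay at 28.4 and NERT ones at 8.7 and 5.6, and control ESCm at 10.2 and NERT ESCm at -4.4. The component thus does not carry OHT alone. With each probe set scaled to equal variance, NERT ESCe and ESCm moved by -30.3 and -36.9 on component 3 and NERT mesodermal cells without and with CHX the other way, by 37.3 and 62.6 (control cells 4.5 and -10.4). The shift in a common direction then lay on component 4 (-21.7 to -49.4, control cells 1.0 and -4.0). On the first component, whose range was 148.3, the same NERT cells moved by 10.6, 10.4, -5.5 and 6.0. Arrays of NERT ESCe and of NERT ESCm with and without OHT were 0.25 and 0.26 apart, against 0.18 in control ESCm and 0.17 in control mesodermal cells. In NERT mesodermal cells the distance across OHT was 0.29 to 0.38 and the replicates without and with OHT were 0.25 and 0.33 apart. The shifts of ESC and control cells are differences between single arrays and carry no error.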

Importantly, OHT did not influence clustering in any of the cell populations, suggesting that neither the addition of OHT nor Notch signaling globally influences gene expression.

**Figure 2:**
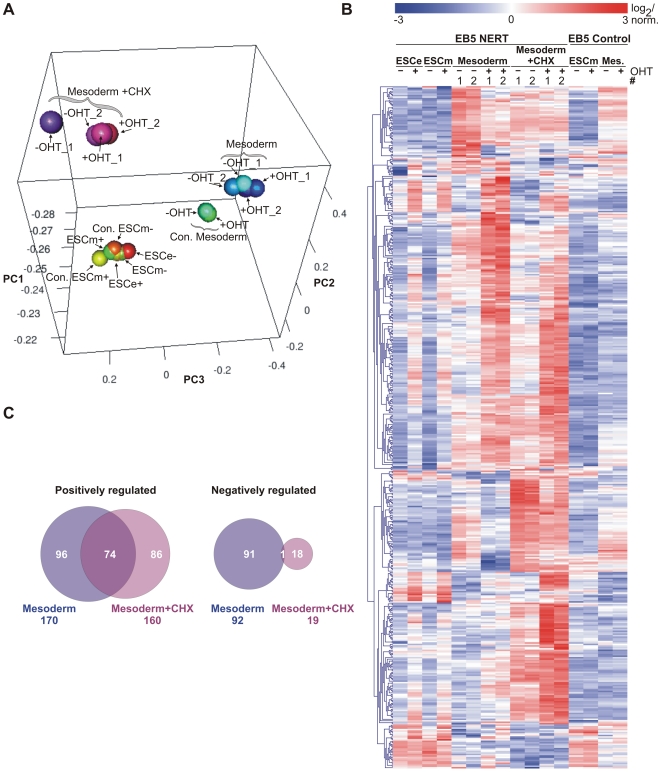
Identification of cell-context specific Notch1 target genes by genome wide gene expression arrays. (A) 3-dimensional principle component analysis (3D PCA). Notch1 signaling was induced with OHT for 4 h in EB5 NERT or EB5 control cells (Con.) as outlined in Figure 1A. Mesodermal cells (Mesoderm) were additionally treated with or without CHX. The various culture conditions clearly cluster to different areas in the plot, whereas differences induced by Notch1 are rather subtle. An animated presentation of the 3D PCA is available in the supplemental material. (B) Expression heatmap of the Notch1 induced genes. 465 transcripts were identified as differentially expressed due to Notch1 induction in at least one of the conditions (ESCe, ESCm, Mesoderm (Mes.), or Mesoderm+CHX) according to the criteria outlined in Material and Methods. Expression values of the samples were Log_2_ transformed and normalized within each gene. (C) Venn diagram of Notch1 induced genes in mesodermal cells in the presence or absence of CHX. Of the 262 genes regulated without CHX treatment, 170 are up-regulated and 92 are down-regulated, whereas with CHX treatment 160 of the 179 differentially expressed genes were positively and 19 were negatively regulated. Importantly, there is a significant overlap of 74 up-regulated genes indicating potential direct target genes of Notch1 in mesodermal cells, whereas there is almost no overlap for the down-regulated genes. Thus, positive regulation seems to be the main mechanism of Notch1 gene regulation, whereas the negative regulation observed accounts for indirect effects.

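In NERT mesodermal cells without CHX, Hes5, a Notch target that encodes a repressor, rose at least 59.1-fold, from 24.2 ± 1.33 to 1478 ± 184 (SD, n = 2 per group, log2 change 4.93, SE 0.22). The Nodal antagonist Dand5 rose by 3.18 (SE 0.22), and Nrarp, a feedback inhibitor of Notch, by 3.02 (SE 0.21), from 621 ± 123 to 5182 ± 216. Egr1 rose by 2.63 (SE 0.14), and Dusp2, a phosphatase of MAP kinases, by 2.62 (SE 0.21). The largest falls were in Dkk1, an antagonist of Wnt (633 ± 109 to 198 ± 91.7, fell by 1.61, SE 0.29), in the MAP kinase phosphatase Dusp4 (1065 ± 80.1 to 340 ± 105, SE 0.25), and in Id2 and Cyp26a1 (485 ± 61.7 to 159 ± 43.0). With limma 147 probe sets rose and 67 fell (adjusted p = 5.7e-06 for Hes5, 8e-05 for Nrarp, 0.03 for Dkk1 and 0.013 for Dusp4). By the criteria of the study without detection calls, which are 2-fold or more and a difference over 50, 227 probe sets were higher and 109 lower, of which 127 and 56 passed limma. The 12 largest rises passed with each array left out (limma adjusted p up to 0.0293), and none of the 8 largest falls did, as Dkk1 had an adjusted p = 0.186 without replicate 2 of -OHT, Dusp4 an adjusted p = 0.128 without replicate 1 of -OHT, and Cyp26a1 an adjusted p = 0.0997 without replicate 1 of +OHT. The 214 limma calls became 63 without replicate 1 of -OHT, with 60 rises and 3 falls, 89 (24 falls) without replicate 2 of -OHT, 115 (7 falls) without replicate 1 of +OHT and 83 (18 falls) without replicate 2 of +OHT. Falls numbered 37 without either array with CHX alone. Between replicates of 1 group, 160 probe sets met these criteria without OHT and 401 with OHT, so many single calls by fold may be array spread. The 109 lower by fold became 267 without replicate 2 of +OHT and 203 without replicate 2 of -OHT.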

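In the presence of CHX, Hes5 rose from 50.5 ± 22.5 to 7731 ± 549 (SD, n = 2 per group, log2 change 6.71, SE 0.22) and Inhbb, which encodes an activin subunit, from 47.0 ± 7.01 to 1937 ± 242 (log2 change 4.77, SE 0.18). Nrarp and the Notch target Hey1 rose by 4.25 and 3.78 (SE 0.21 each). Rises of 2 or more on the log2 scale were also found for the Wnt receptor Fzd5, the Golgi kinase Fjx1, the lymphoid factor Spib and the chemokine Cxcl1. Few genes fell: Egr4, a zinc finger factor, from 506 ± 91.1 to 166 ± 88.8 and Fosl1, an AP-1 subunit, from 217 ± 41.7 to 65.4 ± 21.1 (fell by 1.54, SE 0.27, and fell by 1.43, SE 0.21). The limma test called 136 probe sets higher and 12 lower (adjusted p = 2.2e-07 for Hes5, 3.8e-07 for Inhbb, 0.033 for Egr4 and 0.0095 for Fosl1). By fold and difference 210 probe sets were higher and 26 lower, 128 and 10 of which passed limma. All 12 of the largest rises and none of the 7 named falls passed with each array left out. Without replicate 1 of +CHX -OHT the limma adjusted p was 0.33 for Egr4 and 0.156 for Fosl1. Without replicate 2 of +CHX +OHT the fold criteria gave 655 probe sets, 363 of them lower, and limma 611, with 230 rises and 381 falls, and without replicate 1 or 2 of +CHX -OHT limma gave 82 or 92, with 2 or 3 falls. There were 3 falls without replicate 1 of +CHX +OHT and 5 without either array of +OHT, and 2 with 5 added to the values or 4 with no filter on low values. The 26 lower by fold became 49 without replicate 2 of +CHX -OHT. The 2 arrays with CHX and OHT differed from each other in 640 probe sets by these criteria, so counts with CHX depend on which of them is used.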

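Jag1, which encodes a Notch ligand, was among the genes that rose with and without CHX, from 246 ± 16.3 to 1280 ± 146 with CHX and from 263 ± 26.4 to 1152 ± 119 without it (SD, n = 2 per group). Lfng, a modifier of Notch, rose from 68.5 ± 2.98 to 527 ± 49.7 and from 34.3 ± 6.76 to 173 ± 26.3, and Hspb8, a small heat shock protein, from 1781 ± 103 to 5825 ± 596.5 and from 853 ± 111 to 2507 ± 93.4. By fold and difference, 100 probe sets were higher in both comparisons, 44.1% of those higher without CHX, where 1.78 would be expected by chance from the 208 and 177 listed among the 20628 probe sets over 50 in both comparisons. A single probe set was lower in both, where 0.06 would be expected, and this became 4 without replicate 1 of +CHX -OHT or of +CHX +OHT and 3 without replicate 2 of +CHX +OHT. It was 47 at 1.5-fold and 92 with no minimum difference. With limma the adjusted p without CHX was 0.00043 for Jag1 and 0.0012 for Lfng and Hspb8. No array is shared between these comparisons, and a gene just short of a fold criterion in 1 of them counts as not shared.

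**Figure D1:**
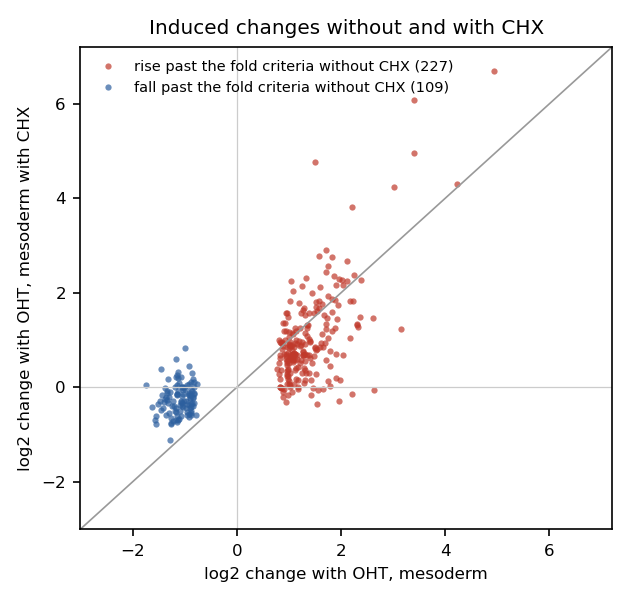
Changes with OHT in NERT mesodermal cells without CHX (x axis, log2) and with CHX (y axis, log2). Each point is a probe set that met the fold and difference criteria without CHX, red where it was higher and blue where it was lower with OHT; the grey line marks equal changes. Most red points lie above 0 on the y axis and below the line, and most blue points lie closer to 0 on the y axis than to the line.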

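Most genes that fell without CHX were not called with CHX: Dkk1 stood at 417 ± 43.1 and 234 ± 74.0, Dusp4 at 558 ± 167 and 334 ± 25.0, and Cyp26a1 at 70.3 ± 6.99 and 52.8 ± 19.8 (without and with OHT, SD, n = 2). Sema3c, a guidance signal, was the exception, as it fell by 1.28 without CHX (SE 0.17) and by 1.11 with it (SE 0.17, limma adjusted p = 0.011). In limma its call with CHX was lost without replicate 1 or 2 of +CHX -OHT (adjusted p = 0.115 and 0.12) and without replicate 1 of +CHX +OHT (adjusted p = 0.0565). The median change of the 67 probe sets that fell in limma was -1.15 without CHX and -0.27 with it, and 1 of them passed with CHX. The 147 that rose had medians of 1.40 and 0.99, and 70 of them passed with CHX. As a share of the change without CHX these are 0.24 (95% bootstrap interval 0.14 to 0.28) for falls and 0.71 (0.62 to 0.85) for rises. Tested gene by gene, the difference between the responses was not past limma for any of these falls (log2 0.81 for Dkk1, 0.94 for Dusp4 and 1.17 for Cyp26a1, adjusted p = 1, 0.97 and 0.67). Genes selected for a fall without CHX tend to show a smaller one on other arrays, which may account for part of this. From the shared rises and the near absence of shared falls, the paper proposes that Notch1 acts mainly by direct activation and that repression is indirect.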

Next we investigated the changes in gene expression by the induction of Notch1 signaling. 

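Among ESC in ESCe the largest ratios with OHT were those of Hes5 (31.6 to 631.9, 20.02-fold) and Nrarp (110.3 to 1690.5, 15.33-fold), followed by S1pr3, a receptor for sphingosine phosphate (at least 7.05-fold), the protease Adamts15 (at least 5.89-fold) and Gucy1a1, a subunit of guanylate cyclase (at least 5.77-fold). ESC in ESCm again showed Hes5 (22.96-fold) and Nrarp (15.61-fold) first, then Sgms2, which makes sphingomyelin (33.0 to 269.9), Id4 (7.0-fold) and the fatty acid binding protein Fabp7 (6.88-fold). Lower with OHT were Cend1, a neuronal protein (84.9 to 25.6), and Lef1, a mediator of Wnt signals, in ESCe, and Edn1, which encodes endothelin (94.4 to 24.5), and Pou3f1, a POU factor of neural cells (807.1 to 286.4), in ESCm. Over the 4 NERT comparisons 602 probe sets met the fold and difference criteria in at least 1. They name 446 genes, and 55 have no single gene symbol. Without replicate 2 of +CHX +OHT there were 1028. Ratios in ESC are between single arrays (n = 1 each) and carry no error.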

Based on a signal log ratio of 1 (at least 2-fold change in gene expression), 401 annotated genes and 64 expressed sequences were regulated in EB5 NERT cells by the addition of OHT (Fig. 2B and Table S1). None of these genes was regulated by OHT in EB5 control cells (Figs. 2B and Table S1), suggesting that these genes are bona fide Notch target genes. 

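Hes5 stood at 13.9 and 16.6 in control ESCm without and with OHT and at 21.0 and 20.1 in control mesodermal cells (n = 1 each), and Nrarp at 54.9 and 57.6 and at 87.4 and 80.7. No probe set passed limma in control cells, with the 2 populations taken together, and 308 had an unadjusted p under 0.05. The log2 change was 0.03 (SE 0.18) for Hes5 and -0.02 (SE 0.19) for Nrarp. By fold and difference 12 probe sets were higher and 10 lower in control ESCm, such as Adam19, a membrane protease (337.5 to 37.2), and 6 were higher and 5 lower in control mesodermal cells, such as Tln1, which encodes talin (66.9 to 212.7). Of these 33 probe sets 6 met the criteria in a NERT comparison as well, and none of the 465 of the published table did so in control cells. All 14 genes of the unfolded protein response lay above 0 in control cells, with a median of 0.17, and none passed alone (limma camera adjusted p = 7.1e-05, adjusted p = 0.77 with an estimated correlation). Their median was 0.27 in control mesodermal cells (13 of 14 above 0) and 0.04 in control ESCm (9 of 14). In NERT mesodermal cells it was 0.18 (9 of 14, limma camera adjusted p = 0.037, and adjusted p = 0.5 with an estimated correlation). The response of NERT mesodermal cells exceeded that of both control populations together for Hes5 by 4.89 (SE 0.26, limma adjusted p = 4.8e-06), for Nrarp by 3.05 (SE 0.26, adjusted p = 0.00021) and for 89 probe sets in all, and 24 were below it. These 113 calls became 51 without replicate 1 of -OHT and 174 without either array with CHX and OHT. Control cells have 1 array per condition, so a small effect of OHT cannot be excluded for single genes. Because the genes of its list were regulated in NERT and not in control cells, the paper proposes that they are genuine Notch targets.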

In line with its signal transduction mechanism as a transcriptional activator, activated Notch1 mostly up-regulated, rather than down-regulated, the expression of target genes (Fig. 2C).

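In ESC over both media the changes with OHT were led by rises: Nrarp by 3.68 (SE 0.19), Hes5 by 3.57 (SE 0.18), Id4 by 2.27 (SE 0.21), Gucy1a1 by 2.21 (SE 0.16) and Sgms2 by 2.19 (SE 0.17) on the log2 scale. Gadd45b, which responds to stress, rose by 1.87 (SE 0.13) and Efnb1, an ephrin, by 1.39 (SE 0.16). Few genes fell, among them Lef1 (fell by 1.26, SE 0.20) and Pou3f1 (fell by 1.24, SE 0.13). Of the probe sets past the fold and difference criteria, 92.0% were higher in ESCe (150 of 163), 87.8% in ESCm (159 of 181), 67.6% in mesodermal cells and 89.0% in mesodermal cells with CHX. In mesodermal cells 175 were higher and 65 lower with a difference over 100, and 238 and 96 after quantile normalization. When each replicate pair had to meet the criteria there were 158 and 55. With no minimum difference the excess of rises was lost in ESCe (2590 higher and 2808 lower) and small in ESCm (2508 and 2350). Mesodermal cells then had 1559 higher and 1269 lower, and those with CHX 1276 and 843. The excess of rises in mesodermal cells was lost at 1.5-fold (459 higher and 514 lower) and without replicate 2 of +OHT (231 and 267), and that with CHX without replicate 2 of +CHX +OHT (292 and 363). The limma test in ESC called 131 probe sets higher and 8 lower (adjusted p = 1.1e-06 for Nrarp, 0.0011 for Efnb1, 0.012 for Lef1 and 0.00064 for Pou3f1), and 235 in all without replicate 1 of +CHX +OHT, 232 without replicate 2. With n = 1 per ESC group this test takes most of its spread from the mesodermal replicates. After quantile normalization 30 probe sets were lower in ESCe and 56 in ESCm.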

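By fold and difference, 253 of the 336 probe sets of mesodermal cells, 75.3%, were not found in ESCe or ESCm, among them Dand5, Dusp2 and Dkk1. ESCe alone held 52, including Cend1, and ESCm alone 59, including Edn1. Found in ESC of both media and not in mesodermal cells were 42 probe sets, and ESCe or ESCm shared 3 or 14 with mesodermal cells only. None of the 109 probe sets lower in mesodermal cells was lower in ESCe or ESCm, though 1 of them, of Adamts15, was higher in ESCe, and 63.9% of those higher were not higher in either. Of 236 probe sets found in ESC, 108 were found in both media (45.8%) and 128 in 1 medium (54.2%). Such counts depend on where a threshold falls, and the ESC lists rest on n = 1 array per group.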

Importantly, the majority of Notch1 regulated genes were unique for the cell type, i.e. for ESC (ESCe and ESCm) and mesodermal cells, respectively, and about half of the Notch1 regulated genes in ESC were specific for the culture condition used, i.e. media favoring either mesodermal or ectodermal differentiation (Fig. 3). Only about 10% of all identified Notch1 regulated genes were common for the different cell populations and culture conditions analyzed (Fig. 3). These results demonstrate that Notch/RBP-J signaling regulates different sets of genes in different cell types. Furthermore, other signaling pathways induced by the culture supplements strongly influence which target genes are activated by Notch/RBP-J signaling.

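Hes5, Nrarp, Gucy1a1 and Tec, a cytoplasmic tyrosine kinase, were among the probe sets found in ESCe, ESCm and mesodermal cells. Tec rose from 190.1 ± 21.3 to 622 ± 89.0 in mesodermal cells (SD, n = 2 per group, log2 change 1.59, SE 0.19, limma adjusted p = 0.0032), and by 2.05 in ESC (SE 0.17, adjusted p = 9.3e-05). Shared by all 3 were 66 of 489 probe sets (13.5%), each of them higher with OHT. Between ESCe and ESCm 105 higher probe sets overlapped, where 1.07 would be expected by chance among the 21365 probe sets over 50 in both comparisons, between ESCe and mesodermal cells 68 (1.28 expected among 20503), and between ESCm and mesodermal cells 80 (1.31 expected among 20418). No lower probe set was shared by ESCe or ESCm and mesodermal cells. These comparisons share no arrays.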

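Dand5 responded more strongly in mesodermal cells than in ESC, with a difference of ESC minus mesoderm of -2.50 (SE 0.27) on the log2 scale. Dand5 went from 23.2 to 405 in mesodermal cells (n = 2 each), and from 27.7 to 68.0 in ESCe and 29.0 to 53.7 in ESCm (n = 1 each). Egr1 differed by -1.98 (SE 0.18), Dusp2 by -2.03 (SE 0.26) and Ifit1, an interferon response gene, by -2.26 (SE 0.27). Prickle1, a planar polarity protein, was the only one stronger in ESC (2.21, SE 0.32), with 105 to 453 in ESCe, 89.0 to 420 in ESCm and 408 to 333 in mesodermal cells. The limma test of this difference called 8 probe sets, 1 above and 7 below 0 (adjusted p = 0.007 for Dand5, 0.0022 for Egr1, 0.019 for Dusp2, 0.013 for Ifit1 and 0.047 for Prickle1). Calls became 3 without replicate 1 of -OHT, 5 without replicate 2 of -OHT or either array with CHX alone, and 19 without either array with CHX and OHT. Without replicate 1 of -OHT the limma adjusted p was 0.107 for Dusp2 and Ifit1 and 0.256 for Prickle1, and Dusp2 and Prickle1 were also lost with most other mesodermal arrays left out, up to adjusted p = 0.101. The 145 probe sets higher in mesodermal cells and not in ESC had a median of 1.12 there, 0.40 in ESCe and 0.43 in ESCm, and 125 and 122 of them moved up. The 109 that were lower had medians of -1.08, -0.04 and -0.11. From the lists the paper concludes that Notch signaling regulates separate sets of genes in separate cell types.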

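Probe sets found higher with OHT in ESCe and not in ESCm, 45 in number, had a median change of 0.96 in ESCe and 0.48 in ESCm, a share of 0.51 (95% bootstrap interval 0.34 to 0.65). The 54 found higher in ESCm and not in ESCe had 0.96 in ESCm and 0.68 in ESCe, a share of 0.72 (0.58 to 0.78). For the 10 and 19 lower probe sets of 1 medium and not the other the shares were 0.28 (0.06 to 0.63) and 0.29 (0.03 to 0.55). Heyl, a Notch target, was close to equal with 29.6 to 105.4 in ESCe and 23.5 to 92.0 in ESCm, and Msi1, an RNA-binding protein of neural progenitors, with 84.1 to 205 and 82.8 to 163. Changes in ESCe and ESCm had a Pearson correlation of 0.77 across the 236 probe sets of the ESC lists, and 217 of them had the same sign. Between the media themselves 16 probe sets were higher and 13 lower in ESCm without OHT, and 6 and 12 with OHT, by the same criteria. With the 12 conditions as groups (16 arrays, 4 residual degrees of freedom), the limma test of the difference in response between the media called no probe set, and 185 had an unadjusted p under 0.05. With n = 1 array per group this test may miss differences. The paper states an influence of supplements on target selection from these lists.

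**Figure D2:**
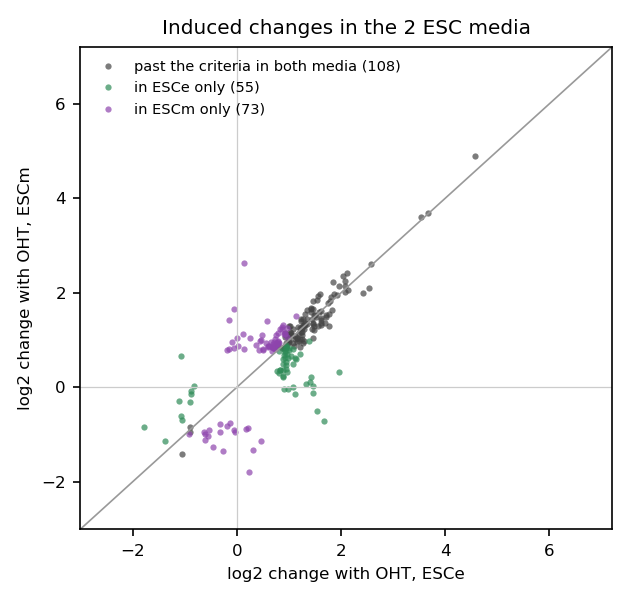
Changes with OHT in NERT ESC in ESCe (x axis, log2) and in ESCm (y axis, log2), single arrays. Each point is a probe set that met the fold and difference criteria in at least 1 medium, grey where it met them in both, green in ESCe only and purple in ESCm only; the line marks equal changes. Most green and purple points lie on the side of 0 of the grey ones.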

**Figure 3:**
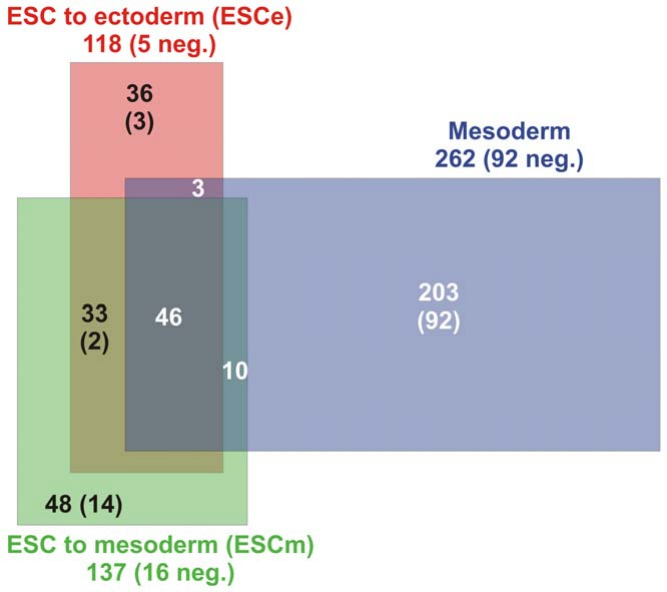
Cell-context specific Notch1 target genes identified by genome wide gene expression arrays. Venn diagram of differentially Notch1 induced genes in ESC to ectoderm (ESCe), ESC to mesoderm (ESCm), or mesodermal cells (Mesoderm). Numbers at the labeling indicate the total number of regulated genes. Numbers in the areas indicate the overlap of the different conditions. All numbers in parentheses show the quantity of negatively regulated genes.

To validate further our target gene identification, we compared the Notch1 target genes identified in ESC cultured in media favoring ectodermal differentiation (ESCe) with the Notch1 target genes identified recently in another study in ESC cultured under similar culture conditions [19]. About 44% of the activated genes in our ESCe analysis were also activated in the study by Main et al [19], thus revealing a considerable overlap of Notch1 targets in the same cell type and under similar differentiation conditions despite the use of different ESC (EB5 vs. 46C), different Notch1 induction systems (induction of nuclear translocation of the Notch^IC^-ERT fusion protein by OHT vs. induction of Notch^IC^ expression by the Tet system) and different time point of analyses (4 h induction vs. 6 h induction). The high overlap of Notch1 target genes identified in similar cell type and culture conditions in two separate studies with different approaches of Notch activation together with the high cell type and context dependency of Notch1 target genes identified in the present study suggests that Notch target gene induction is tightly regulated, despite its cell-context dependency.

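Of 25 components of Notch signaling tested, Notch1, Jag1, Lfng, Nrarp and Dtx1, a ubiquitin ligase of the pathway, rose in mesodermal cells and in ESC (5 and 1 lower in mesodermal cells and 5 in ESC adjusted over the list alone), with Notch1 at 393 ± 2.24 and 1548 ± 30.9 in mesodermal cells (SD, n = 2). The probe set for Notch1 may also read the NERT construct. Its limma call was lost in mesodermal cells without replicate 2 of +OHT (adjusted p = 0.0655) and in ESC without any 1 of 6 arrays (adjusted p = 0.0679 to 0.0859, the highest without replicate 2 of +CHX -OHT). Dtx1 went from 112 to 303 and lost its limma call without replicate 1 of -OHT (adjusted p = 0.1), replicate 2 of -OHT (0.0755) or replicate 2 of +OHT (0.0745). In ESC 3 of 15 ephrins and Eph receptors rose: Efna1 (15.3 to 91.7 in ESCe, 10.7 to 103 in ESCm), Efna3 and Efnb1, signals of cell contact (4 adjusted over the list alone). Of 14 genes of the presomitic mesoderm 4 rose in mesodermal cells and 1 fell (6 and 3 adjusted over the list alone), of 25 cell cycle genes 1 rose (3 over the list alone), and of 21 apoptosis genes none passed. The 30 genes that the study measured by qPCR had a median change of 1.03 in mesodermal cells, where 10 rose and 2 fell (22 and 5 adjusted over the list alone), 0.74 with CHX, where 11 rose (18 and 1 lower over the list alone), and 0.87 in ESC, where 13 rose (18 over the list alone). They were chosen from these arrays and are not independent evidence. Camera of limma called Notch components (adjusted p = 0.00013 in mesodermal cells and 0.00015 in ESC, adjusted p = 0.5 and 0.58 with an estimated correlation) and ephrins in ESC (adjusted p = 0.00037, adjusted p = 0.19 with an estimated correlation). The presomitic list had a limma camera adjusted p = 8.8e-05, and adjusted p = 0.22 with an estimated correlation.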

Genes targeted by activated Notch1 encompassed a wide variety of intracellular and extracellular regulatory proteins, including cell lineage determinants, transcription factors, cell cycle regulators, intracellular signaling mediators and receptors and ligands, reflecting the pleiotropic functions of Notch (Fig. 4, 5, 6). 

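Of the 227 probe sets higher with OHT in mesodermal cells, 209 also moved up with CHX and 173 by 1.5-fold or more. Cntnap2, an adhesion protein of neurons, was among them, from 98.7 ± 8.82 to 554 ± 29.7 without CHX and from 146 ± 20.7 to 584 ± 37.0 with it (SD, n = 2 per group). Gadd45b stood lower by this measure, with 893 ± 5.73 to 2975 ± 297 without CHX and 6894 ± 677 to 10255 ± 920 with it, a log2 change of 0.57 with CHX (SE 0.14, limma adjusted p = 0.19, difference between the responses -1.13, adjusted p = 0.16). Their median change was 1.26 without and 0.85 with CHX, a share of 0.67 (95% bootstrap interval 0.57 to 0.74), and that of the 109 lower probe sets was -1.08 and -0.28, a share of 0.26 (0.16 to 0.32). Past both fold and difference criteria with CHX as well were 101 of these 336. A share below 1 may in part reflect selection on the arrays without CHX.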

In line with the short time of induction, most genes were regulated by activated Notch1 in the presence of CHX as well and thus present likely direct target genes of Notch1 (Fig. 4, 5, 6). To confirm our gene expression array data, 30 genes that were differentially regulated by Notch1 signaling in our array analyses were examined by qPCR. Gene expression values of EB5 NERT and EB5 control cells under differentiating (ESCe and ESCm) and self-renewing conditions (ESCs) and in mesodermal cells (Mesoderm) grown in the presence or absence of OHT and in the presence or absence of CHX for 4 h were obtained (Fig. 7). In line with our array data, none of the genes analyzed was regulated by OHT in EB5 control cells and all showed a comparable pattern of regulation in EB5 NERT cells following the addition of OHT (Fig. 4, 5, 6, 7, Table S1). As expected, *Hes* and *Hey* genes showed a similar or even higher induction of mRNA expression by activated Notch1 in the presence of CHX (Fig. 4, 5, 6, 7, Table S1), confirming that *Hes* and *Hey* genes are direct targets of Notch signaling. 

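Hey1 stood at 95.7 ± 1.03 and 536 ± 32.3 in mesodermal cells without and with OHT, and at 227 ± 18.1 and 3522 ± 1013 with CHX (SD, n = 2 per group), log2 changes of 2.21 (SE 0.21) and 3.78 (SE 0.21). Hey2 rose by 1.57 (SE 0.24) and 2.78 (SE 0.24), and Heyl by 1.83 (SE 0.25) and 2.69 (SE 0.25); both are related repressors of the Hey family. In ESC Hey1, Hey2 and Heyl rose by 1.78 (SE 0.18), 1.94 (SE 0.21) and 1.26 (SE 0.23). Hes6, which opposes Hes1, was not called (394 and 352 in mesodermal cells), nor was its weaker probe set (349.4 and 179.2, log2 change -0.85, limma adjusted p = 0.29). The response was larger with CHX for Hes5 by 1.78 (SE 0.31), Hey1 by 1.57 (SE 0.29), Hey2 by 1.21 (SE 0.35) and Heyl by 0.86 (SE 0.36), none of it past limma (adjusted p = 0.16, 0.19, 0.69 and 1). Of 7 Hes and Hey genes 5 passed limma without CHX, 5 with CHX (6 adjusted over the list alone) and 4 in ESC (5 over the list alone), with medians of 1.57, 2.69 and 1.26. Camera of limma gave adjusted p = 9e-15, 1.2e-21 and 8.6e-11 (adjusted p = 0.045, 0.021 and 0.016 with an estimated correlation), and for the difference with CHX, where 4 passed over the list alone and the median was 1.21, 1e-05 (adjusted p = 0.18 with an estimated correlation). The limma call of Hey2 without CHX was lost without replicate 1 of -OHT (adjusted p = 0.175) or replicate 2 of +OHT (adjusted p = 0.125), and that of Heyl without the same arrays (adjusted p = 0.0824 and 0.0843), and in ESC Heyl was lost without either array of +CHX -OHT (adjusted p = 0.0545 and 0.0543). Because they respond in the presence of CHX at a similar or higher level, the paper concludes that they are direct targets of Notch1.

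**Figure D3:**
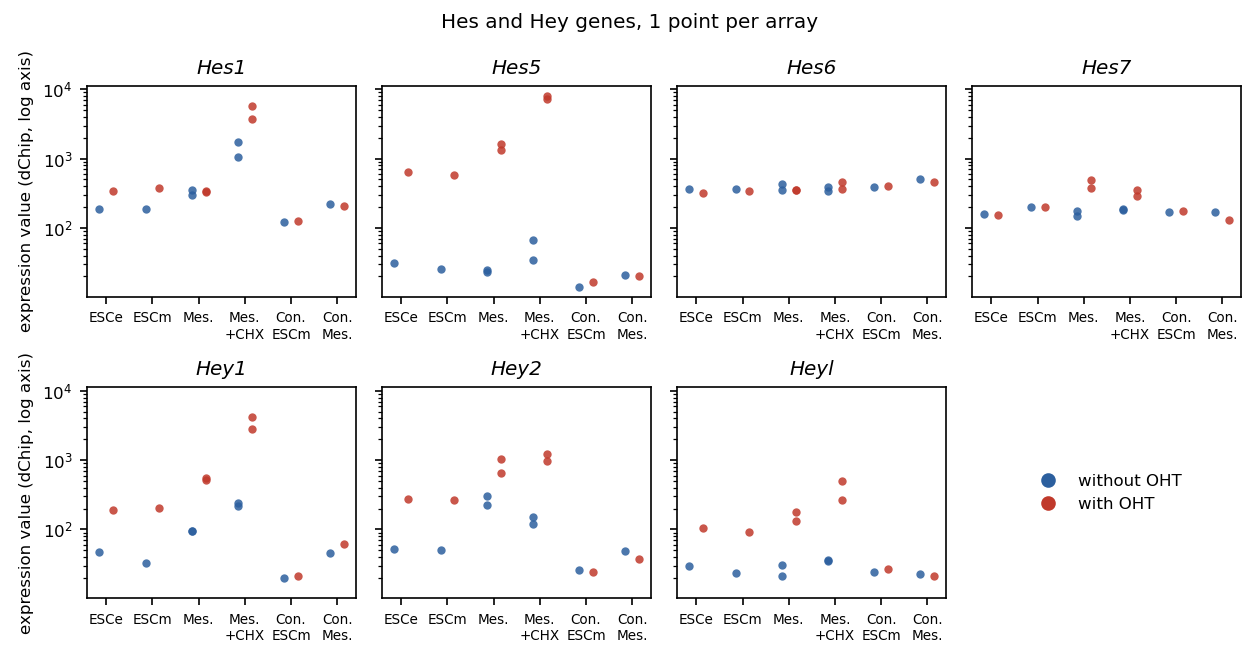
Expression of Hes and Hey genes, 1 panel per gene. The x axis gives the cells (ESCe, ESCm and mesodermal cells without and with CHX of the NERT line, and control ESCm and mesodermal cells) and the y axis the expression intensity on a log scale. Each point is an array, blue without OHT and red with OHT. Red points stand above blue ones in NERT cells for Hes5, Hey1, Hey2 and Heyl, and control cells show no gap.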

Interestingly, the well known Notch target genes *Hes1* and *Hes7* were also cell specifically induced by activated Notch1: In the absence of CHX, the expression of *Hes1* was only up-regulated by activated Notch1 in ESC but not in mesodermal cells, while *Hes7* was up-regulated only in mesodermal cells but not in ESC (Fig. 4, 5, 6, 7 and Table S1). 

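Hes1, a repressor that holds back differentiation, stood at 191 and 341 in ESCe and at 186 and 373 in ESCm (n = 1 each), a log2 change of 0.84 (SE 0.23) that limma did not call (adjusted p = 0.22). In mesodermal cells it was at 325 ± 37.1 and 334 ± 8.87 (SD, n = 2, log2 change 0.04, SE 0.26), and with CHX it rose from 1413 ± 483 to 4811 ± 1450 (log2 change 1.76, SE 0.26, limma adjusted p = 0.0089). In limma the rise with CHX was lost without replicate 1 of +CHX -OHT (adjusted p = 0.106), and CHX alone raised Hes1 by 2.00 (SE 0.26). Hes7, a gene of the segmentation clock, rose in mesodermal cells from 163 ± 18.8 to 441 ± 83.7 (log2 change 1.30, SE 0.19, limma adjusted p = 0.011), and with CHX stood at 184 and 319 (log2 change 0.71, SE 0.19, adjusted p = 0.27). Its limma call was lost without replicate 1 of -OHT (adjusted p = 0.148), replicate 2 of -OHT (0.0579) or replicate 1 of +OHT (0.0859). In ESC Hes7 stood at 157 and 154 in ESCe and at 202 and 202 in ESCm. Tested directly, ESC minus mesoderm was 0.80 (SE 0.32) for Hes1 and -1.31 (SE 0.23) for Hes7 (limma adjusted p = 0.54 and 0.1).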

Taken together, we conclude that Notch1 exerts its multiple effects by specifically regulating the expression of genes in a highly cell intrinsic and cell extrinsic context dependent manner.

**Figure 4:**
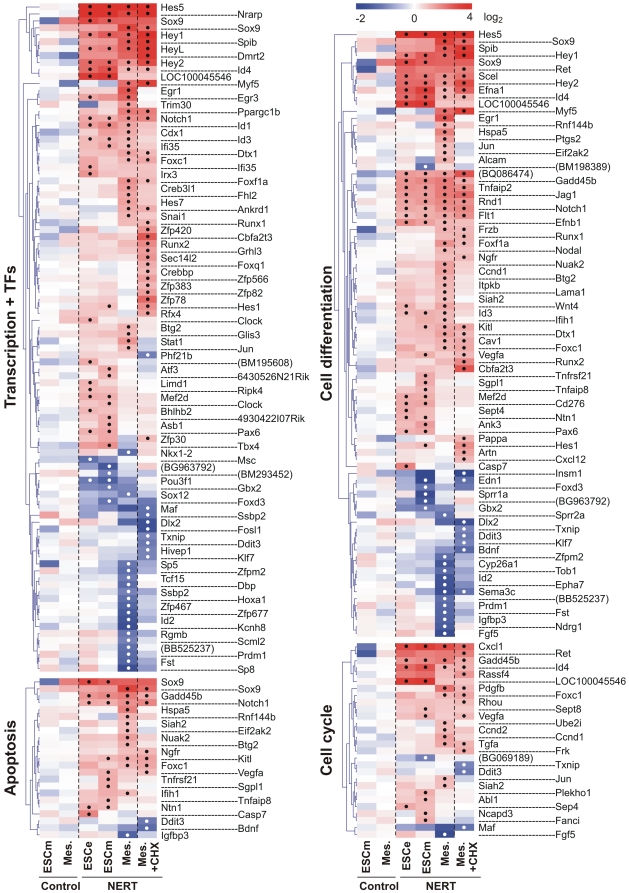
Induction heat maps of Notch1 target genes involved in transcription, apoptosis, cell cycle and cell differentiation. The identified Notch1 targets were grouped into different Gene Ontology (GO) terms using the DAVID functional annotation analysis tool (http://david.abcc.ncifcrf.gov/). Note that only differentially regulated genes by Notch1 are shown as Log_2_ transformed values. If no gene symbol was available for the regulated transcript, GenBank accession number was given in parentheses. Significant changes of differentially regulated gene expression according to the criteria outlined in Material and Methods were labeled with a black or white dot for up- and down-regulated genes, respectively. Redundant probe sets for the same gene were removed except when significantly different results were obtained (e.g. Sox9). Pcdha@*) indicates the protocadherin αcluster comprising *Pcdha1, Pcdha2, Pcdha3, Pcdha4, Pcdha5, Pcdha6, Pcdha7, Pcdha8, Pcdha9*, *Pcdha10, Pcdha11, Pcdha12, Pcdhac1, Pcdhac2, and Pcdhgb2*. The complete list of regulated genes is available in the Supplement Table S1.

**Figure 5:**
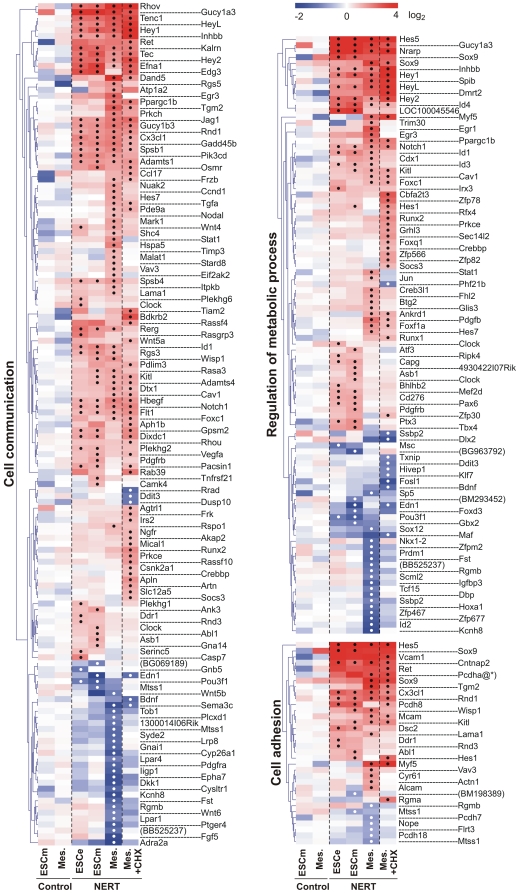
Induction heat maps of Notch1 target genes involved in regulation of metabolic process, cell adhesion and cell communication. The identified Notch1 targets were grouped into different Gene Ontology (GO) terms using the DAVID functional annotation analysis tool (http://david.abcc.ncifcrf.gov/). Note that only differentially regulated genes by Notch1 are shown as Log_2_ transformed values. If no gene symbol was available for the regulated transcript, GenBank accession number was given in parentheses. Significant changes of differentially regulated gene expression according to the criteria outlined in Material and Methods were labeled with a black or white dot for up- and down-regulated genes, respectively. Redundant probe sets for the same gene were removed except when significantly different results were obtained (e.g. Sox9). The complete list of regulated genes is available in the Supplement Table S1.

**Figure 6:**
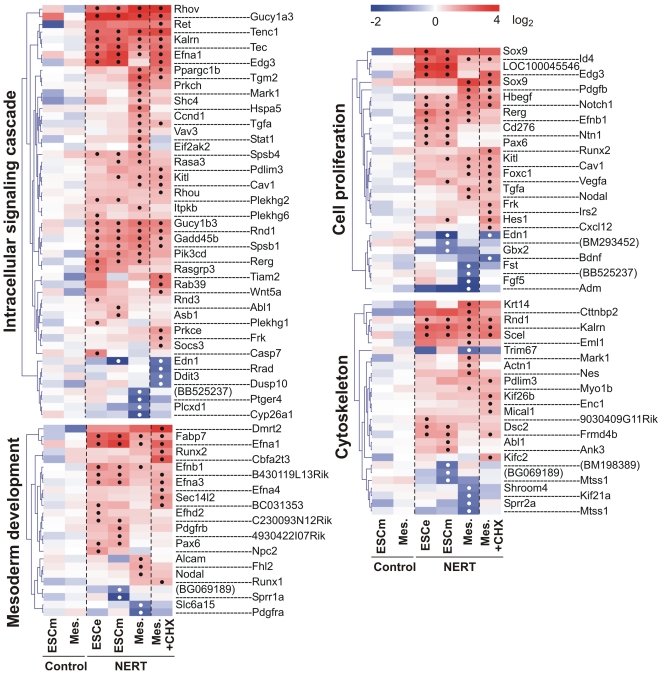
Induction heat maps of Notch1 target genes involved in mesoderm development, intracellular signalling cascade, cell proliferation and cytoskeleton. The identified Notch1 targets were grouped into different Gene Ontology (GO) terms using the DAVID functional annotation analysis tool (http://david.abcc.ncifcrf.gov/). Note that only differentially regulated genes by Notch1 are shown as Log_2_ transformed values. If no gene symbol was available for the regulated transcript, GenBank accession number was given in parentheses. Significant changes of differentially regulated gene expression according to the criteria outlined in Material and Methods were labeled with a black or white dot for up- and down-regulated genes, respectively. Redundant probe sets for the same gene were removed except when significantly different results were obtained (e.g. Sox9). The complete list of regulated genes is available in the Supplement Table S1.

**Figure 7:**
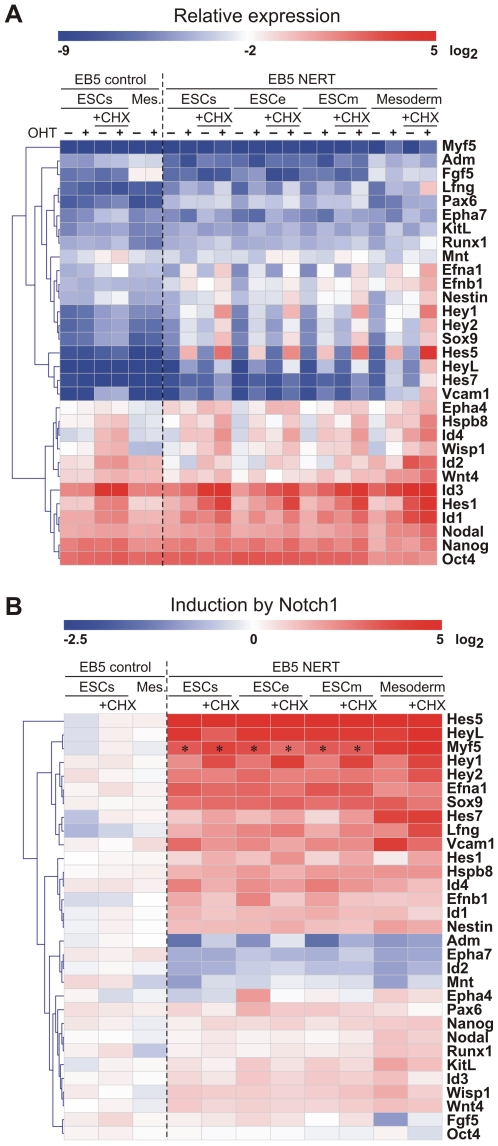
Notch1 target genes validated by qPCR. The microarray results were validated by qPCR using ESCs, ESCe, ESCm and Mesoderm. All conditions were tested also in the absence or presence of cycloheximide (+CHX). *Oct4* (last gene; also known as *Pou5f1*) is included as negative non-regulated control. (A) Mean values of relative expression (% of *Gapdh* expression, Log_2_ transformed) shown as a heatmap in the absence (−) or presence (+) of OHT. (B) Inductions by activated Notch1 were calculated from relative expression values and were Log_2_ transformed. Thus, blue areas indicate down-regulation and red regions show up-regulation. *) indicates low level expression of *Myf5* near detection limit resulting in artificially high induction values that are not reliable.

### Notch1/RBP-J signaling induces expression of key transcriptional regulators involved in cell lineage determination in the absence of protein synthesis

The major function of Notch signaling is to regulate differentiation decisions. Classically, this pathway is employed to restrict cell differentiation by signaling through the Hes/Hey transcriptional repressors. In this study however, we found that a number of further key regulatory transcription factors essential for lineage determination and cell differentiation were induced by Notch1 signaling in a cell context dependent manner (Figs. 4, 6, 7). These included transcription factors that play a role in all three germ layers, such as Sox9, transcription factors that are essential specifically in neuro-ectodermal development, such as Pax6, and transcription factors required for lineage specification of mesodermal derived tissues, such as Myf5 for skeletal muscle development and Runx1 for hematopoietic stem cell fate of mesodermal progenitor cells. Furthermore, Notch1/RBP-J signaling differentially regulated expression of members of the Id family of transcriptional repressors that interfere with the transcriptional activities of differentiation inducing transcription factors. 

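Of the regulators Sox9, Pax6, Runx1 and Myf5, limma called Sox9 and Myf5 in mesodermal cells and Sox9 and Pax6 in ESC. Lists of genes from such lineages had few calls. Of 14 neuroectoderm genes tested in mesodermal cells 1 rose and 1 fell (3 and 2 adjusted over the list alone). In ESC 3 of 15 rose, Pax6 itself among them, and 1 fell (4 and 3 over the list alone). The gene that fell in both was Pou3f1 (1513 ± 114 to 841 ± 80.4 in mesodermal cells, SD, n = 2). Its fall in mesodermal cells (log2 -0.83, limma adjusted p = 0.039) was lost without replicate 1 of -OHT (adjusted p = 0.538) and without any other array of mesodermal cells lacking CHX (adjusted p = 0.129 to 0.23). Of 12 hematopoietic and endothelial genes none passed in mesodermal cells (1 higher and 3 lower adjusted over the list alone), nor did any of 9 endoderm genes (2 lower over the list alone). Of 6 skeletal and cardiac muscle genes 1 rose there, which was Myf5 itself (1 higher and 1 lower over the list alone). The limma camera called none of the neuroectoderm, endoderm and hematopoietic and endothelial lists in mesodermal cells. The 4 regulators were selected from these arrays by the study and are not independent evidence.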

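In mesodermal cells Sox9, Myf5, Id1, Id3 and Id4 had responses with CHX that differed from those without it by 0.48 (SE 0.33), 0.40 (SE 0.23), -0.35 (SE 0.40), -0.39 (SE 0.47) and 0.13 (SE 0.34) on the log2 scale. Those of Pax6 and Runx1 differed by 0.24 and 0.11 (n = 2 arrays per group). Limma called none of these differences (adjusted p = 1 for each). Without CHX, Pax6 and the strongest probe set of Runx1 had not responded (0.01 and 0.03), so their differences cannot test a kept response. Another probe set of Runx1 changed by 0.37 without and 1.63 with CHX. CHX without OHT had raised Sox9 by 1.60 and Pax6 by 1.58 by their strongest probe sets, so these responses with CHX start from a higher level. Another probe set of Pax6 was lower with CHX alone (-0.44, limma adjusted p = 0.043). With 4 residual degrees of freedom, a difference of 2-fold in the response to OHT was recovered in 2% of probe sets in the self-test and 1 of 3-fold in 23%, so equal responses cannot be asserted from the missing calls.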

Importantly, all of these genes were also induced by activated Notch1 to a similar or even higher extent in the absence of protein synthesis (Fig. 7, 8), suggesting that they represent direct target genes of Notch1. To further analyze a potential direct regulation, the promoter sequences of these genes were screened for RBP-J binding site sequences. As shown in Figure 9, the promoters of these transcription factors contained consensus RBP-J binding sites, thus supporting a model by which Notch signaling influences lineage decisions by directly activating key transcriptional regulators involved in cell lineage determination (see model below).

**Figure 8:**
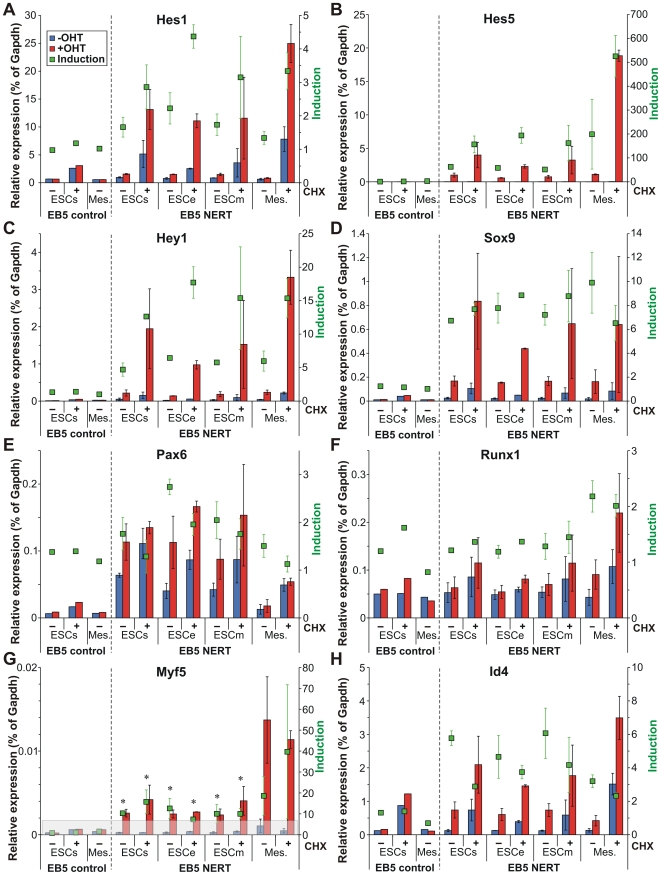
Regulatory transcriptions factors involved in differentiation are induced by activated Notch1 in the absence of protein synthesis. (A–H) The microarray results were validated by qPCR in ESC cultured in self renewal (ESCs), ectodermal (ESCe), or mesodermal (ESCm) culture medium and in mesodermal cells (Mes.). All conditions were tested in the absence (−) or presence (+) of CHX. Relative expression is shown for untreated (*blue bars*) and OHT treated samples (*red bars*) compared to *Gapdh*. The calculated inductions are indicated by *green squares*. The error bars indicate the standard deviation from 2 to 6 independent experiments for the cells carrying the inducible Notch1 (NERT). *Myf5* (G) is expressed at a very low level in undifferentiated cells (*ESCs*, *ESCe*, *ESCm*). Calculated inductions that do not reach significance above background levels (*grey area*) are indicated by an asterisk.

**Figure 9:**
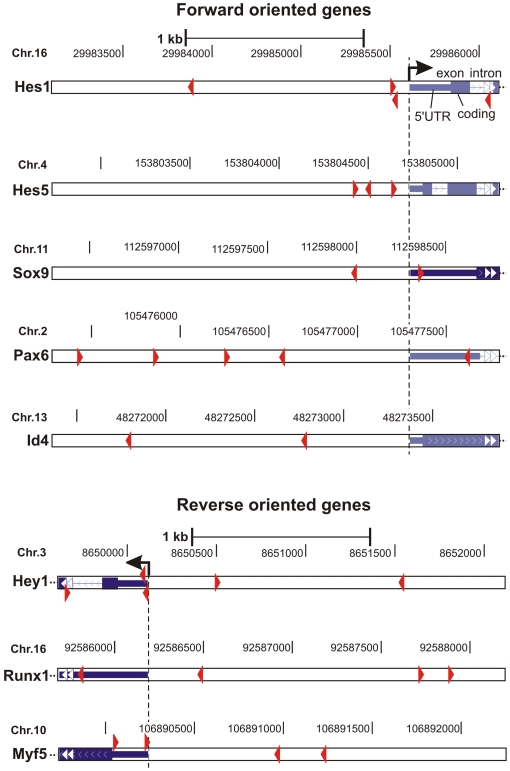
RBP-J binding site sequences of potential direct Notch1 target genes. Regulatory regions comprising 2000 bp before to 500 bp after the transcription start site of the Notch1 target genes Hes1, Hes5, Sox9, Pax6, Id4, Hey1, Runx1, and Myf5 were screened for potential RBP-J binding sites (red arrow head indicates direction of binding) using the ‘Transcription Element Search System’ (TESS; http://www.cbil.upenn.edu/tess; [67]) and a weight matrix from Ong et al. [68]. As a threshold, a Lg-likelyhood score (La) of 10 had to be exceeded. Binding sites were projected onto respective genomic regions using the UCSC Genome Browser (http://genome.ucsc.edu/) using the Feb. 2006 (NCBI36/mm8) assembly.

### The transcription factor Sox9 is a primary Notch1 target gene

Among the genes that were induced by activated Notch1 in undifferentiated ESC (ESCs), in ESC differentiating along the ectodermal (ESCe) or mesodermal (ESCm) lineages as well as in mesodermal cells (Mesoderm) was *Sox9* (Fig. 4, 7, 8D), an essential transcription factor involved in development of all three germ layers. 

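Sox9, a factor of neural stem cells and cartilage, went from 11.6 to 95.0 in ESCe and from 13.7 to 83.3 in ESCm (n = 1 each), a log2 change of 1.60 (SE 0.23, limma adjusted p = 0.0053). In mesodermal cells it rose from 31.8 ± 3.57 to 182 ± 40.2 (SD, n = 2 per group, log2 change 1.85, SE 0.23, limma adjusted p = 0.0037). Control ESCm had 11.3 and 4.98, and control mesodermal cells 3.05 and 12.7. The limma call in mesodermal cells was lost without replicate 2 of +OHT (adjusted p = 0.0518). A second probe set for Sox9 rose by 1.58 in mesodermal cells and was not called in ESC (0.64, limma adjusted p = 0.34).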

In line with our RNA data, activated Notch1 shifted Sox9 protein expression from undetectable to an intermediate level in ESCs (Fig. 10A) and in 5 d differentiated embryoid bodies from an intermediate to high level expression (Fig. 10A), confirming a valid role of Notch for Sox9 regulation in both undifferentiated and differentiated cells. Interestingly, RBP-J has been shown to be required to maintain *Sox9* expression during the gliogenic phase of spinal cord development [20] and Notch signaling is essential for Sox9 expression in the mouse retina [21], however whether Notch signaling directly or indirectly regulates *Sox9* expression has not been determined. 

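With CHX, Sox9 rose from 148 ± 18.2 to 865 ± 274 (SD, n = 2 per group), a log2 change of 2.33 (SE 0.23, limma adjusted p = 0.00068) that stayed past the threshold with each array left out. All 3 probe sets for Sox9 rose with CHX, by 2.33, 1.80 and 1.43 (limma adjusted p = 0.0026 and 0.0052 for the other 2).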

Here we show that Sox9 is upregulated by activated Notch1 even when protein synthesis is inhibited by CHX (Fig. 4, 7, 8D). Hence, Sox9 appears to be a direct target of Notch1. Recently, Notch has been shown to bind to the Sox9 proximal promoter in liver cells [22], further supporting a direct link between Sox9 and Notch1. Furthermore, suppression of the Notch1 induced Sox9 upregulation using specific siRNA reverted Notch1 induction of chrondogenesis (S.M., R.S., U.J., R. Haller, J. Kramer, J. Rohwedel, manuscript in preparation), demonstrating Sox9 as critical mediator of Notch-induced cell lineage decisions. Taken together, the direct regulation of Sox9 by activated Notch1 may play an important role for the development of cells in all three germ layers.

**Figure 10:**
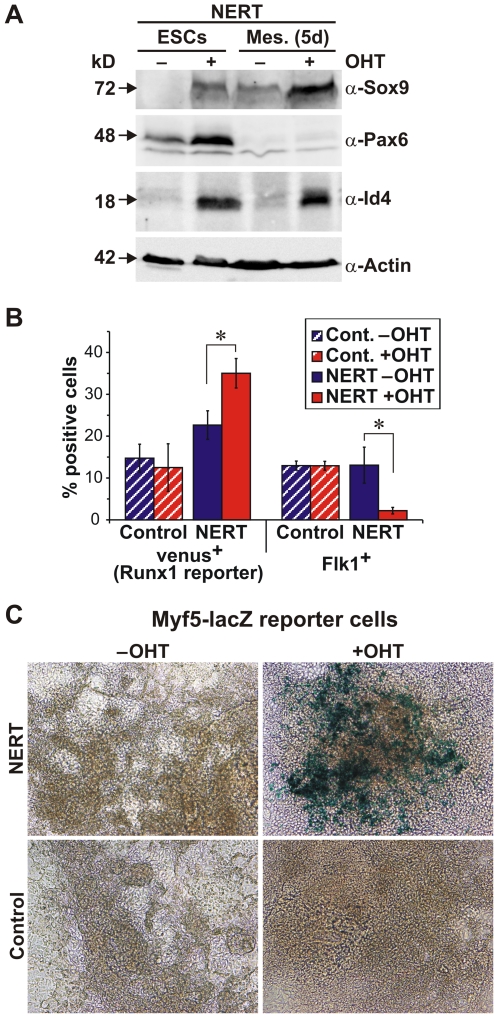
Validating the Notch1 target genes Sox9, Pax6, Id4, Runx1 and Myf5. Notch1 signaling was induced in ESC and differentiating embryoid bodies by addition of OHT (500 nM). (A) Immunoblot of EB5 NERT ESC (NERT ESCs) and EB5 NERT differentiated embryoid bodies (NERT Mes. 5d) with Sox9, Pax6 and Id4 antibodies. One representative example of three independent experiments is shown. (B) Mesodermal differentiation of Runx1-Venus-NERT ESC or Runx1-Venus control ESC and analysis of the percentage of venus^+^ and Flk1^+^ cells by FACS. Error bars indicate standard deviation for three independent experiments. (C) Mesodermal differentiation of Myf5-lacZ-NERT or Myf5-lacZ control ESC and detection of LacZ expression. One representative example of three independent experiments on day 5 is shown. Virtually identical results were obtained when the cells were analyzed 4 or 7 days, respectively, after induction of differentiation. Addition of OHT at day 3 of embryoid body culture similarly yielded in an increased number of lacZ positive cells at days 4, 5 and 7 in the presence of OHT after induction of differentiation.

### The neuro-ectodermal transcription factor Pax6 is induced by Notch1 signaling in ESC but not in mesodermal cells

Recently, we and others have shown that the activation of Notch has a decisive role in ES cell fate determination [14], [15]: Notch suppresses the generation of mesodermal cells from ES cells and promotes neural commitment of ES cells, when cultured in the absence of self renewal and serum factors, suggesting a role for Notch during the specification of the germ layers during mammalian embryogenesis. How Notch mediates this cell lineage specification at the molecular level is currently unknown. Here we have identified the neuroectodermal transcriptional regulator *Pax6* as a Notch1 target gene in ESC but not in mesodermal cells (Fig. 4, 7, 8E). Moreover, the observed up-regulation of Pax6 by activated Notch1 was most likely direct in that the up-regulation was not affected by CHX and, thus, independent of protein synthesis (Fig. 4, 7, 8E). 

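Pax6 went from 115 to 258 in ESCe and from 93.8 to 235 in ESCm (n = 1 each), a rise of 1.07 on the log2 scale (SE 0.17, limma adjusted p = 0.011). Mesodermal cells had 27.1 ± 13.9 and 26.5 ± 0.80 (SD, n = 2 per group, log2 change 0.01), and with CHX 128 and 157 (log2 change 0.25, limma adjusted p = 0.94). No ESC array was treated with CHX, so the arrays cannot test whether CHX affects the Pax6 response in ESC. Control ESCm had 34.6 and 32.6. The difference of ESC minus mesoderm, 1.06 (SE 0.24), was not called (limma adjusted p = 0.2). With 5 in place of 25 added to the values the ESC response had a limma adjusted p = 0.0516. Of the other probe sets of Pax6 tested in ESC neither was called: 1 went from 35.3 to 66.5 in ESCe and from 30.4 to 72.4 in ESCm (log2 change 0.71, limma adjusted p = 0.098), and another had a log2 change of -0.10.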

The effect of cell-context dependent Notch regulation was further paralleled by Pax6 protein levels (Fig. 10A). Pax6 is crucial for various developmental processes in the central nervous system and other ectodermal tissues [23]. Depending on the cellular context it promotes cell proliferation and expansion of neural stem cells, or neuronal differentiation. Importantly, expression of Pax6 in ESC favors neuroectodermal lineage choice and radial glia formation [24], in a similar way to activated Notch1. Furthermore, in *Drosophila* and *Xenopus*, Notch signaling also induces eye-related gene expression, including *Pax6* [25]. Taken together, it is thus conceivable that the direct activation of *Pax6* expression is involved in Notch-induced differentiation of ESC into radial glia in a context-dependent manner.

### The mesodermal transcription factor Runx1 is induced by Notch1 signaling in mesodermal cells but not in ESC

*Runx* genes are key regulators of lineage-specific gene expression in major developmental pathways. The expression of *Runx* genes is tightly regulated, leading to distinct tissue- and developmental-specific expression patterns [26]. Here we identified *Runx1* (AML1) as a Notch1 target gene in mesodermal cells but not in ESC (Fig. 4, 7, 8F). 

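Runx1, a regulator of blood formation, stood at 208 ± 26.7 and 212 ± 11.6 in mesodermal cells without and with OHT (SD, n = 2 per group) by its strongest probe set, a log2 change of 0.03 (limma adjusted p = 1). In ESCe it was at 156 and 181 and in ESCm at 177 and 192 (n = 1 each), a log2 change of 0.15. Weaker probe sets stood at 27.8 and 57.8 (log2 change 0.65, limma adjusted p = 0.62) and at 23.0 and 38.7 (0.37, adjusted p = 0.91). Others moved up at low values (19.3 to 35.4 and 9.6 to 20.3) without a call, and 1 was flat (168.7 and 172.5). A 2-fold change was recovered in 38% of probe sets in the self-test of this comparison, so a small rise of Runx1 may be missed.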

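With CHX, the strongest probe set of Runx1 stood at 187 ± 40.4 and 207 ± 16.7 (SD, n = 2 per group, log2 change 0.14, limma adjusted p = 0.95). Another probe set rose from 76.4 to 291.4 (log2 change 1.63, limma adjusted p = 0.011), while yet another stood at 100 and 220 without a call (1.07, adjusted p = 0.27). The probe sets may read different transcripts of Runx1, and which of them the qPCR primers match cannot be read from the arrays.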

Because Runx1 was induced by activated Notch1 in the presence of CHX, i.e. without protein synthesis, Runx1 is likely to be a direct target gene of Notch (Fig. 4, 7, 8F). Runx1 determines commitment of mesodermal progenitor cells to the hematopoietic lineage [27]. In line with our findings, studies in *Drosophila*, zebrafish and mouse have defined a Notch-Runx1 pathway to be critical for developmental specification of hematopoietic stem cell fate and homeostasis of hematopoietic stem cell number [28]–[30]. However, although these studies clearly established the dependency of Notch signaling on *Runx1* up-regulation for hematopoietic stem cell fate and maintenance, neither study showed direct transcriptional regulation of *Runx1* by activated Notch1. Taken together, we propose that activated Notch influences mesodermal progenitor cells to adopt a hematopoietic stem cell fate by a mechanism involving the cell-context dependent transcriptional up-regulation of *Runx1* gene expression.

### The myogenic transcription factor Myf5 is induced by Notch1 signaling in mesodermal cells but not in ESC

Notch signaling plays an important role in the maintenance of muscle progenitor cells during embryogenesis and in the generation and maintenance of satellite cells, the stem cells of mature muscle, in fetal development as well as during regeneration in the adult [31]. The myogenic program is controlled by the combinatorial activity of myogenic regulatory factors comprising Myf5, Myod1, Myogenin and MRF4/Myf6/Herculin which, together with paired domain transcription factors Pax3 and Pax7, are essential for skeletal myogenesis [32]. In *RBP-J* or *Delta1* deficient mice, muscle progenitor cells show premature differentiation, leading to depletion of the progenitor pool [33], [34]. Since it has been shown that Delta/Notch/RBP-J signaling represses the expression of the *Myod1* via activation of Hes1, thereby blocking muscle differentiation [35], and that *Myod1* deficiency leads to increased survival of muscle stem cells [36], one way by which Notch signaling maintains the muscle stem cell pool may be by the down-regulation of Myod1. In our screen for Notch target genes, however, we have identified *Myf5* as a potential direct Notch1 target gene in mesodermal cells (Fig. 4, 7, 8G). 

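Myf5, a determinant of skeletal muscle, rose in mesodermal cells from 15.3 ± 2.0 to 73.6 ± 9.38 (SD, n = 2 per group, at least 2.94-fold, log2 change 1.29, SE 0.16, limma adjusted p = 0.0037). With CHX it rose from 9.0 ± 4.61 to 84.2 ± 7.15 (log2 change 1.69, SE 0.16, limma adjusted p = 0.00053). In ESCe it was at 6.83 and 6.34 and in ESCm at 5.49 and 3.80 (n = 1 each), and ESC minus mesoderm was -1.34 (SE 0.21, limma adjusted p = 0.069). The limma call without CHX was lost without replicate 1 of -OHT (adjusted p = 0.0515). Values this low are near the array background.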

Myf5 is expressed first in the paraxial mesoderm and later in skeletal muscle progenitor cells, and is followed by the expression of Myod1. Myf5 and Myod1 determine two genetically and lineally distinct populations of muscle progenitor cells, which can substitute for each other within the developing embryo [37], [38]. Myf5 supports efficient skeletal muscle regeneration by promoting satellite cell proliferation [39] and may be involved in the expansion of the progenitor cell pool. Considering the roles of Myf5 and Myod1 for muscle development, we propose that the direct induction of *Myf5* expression together with Hes1-mediated down-regulation of *Myod1* by Notch signaling may contribute to the maintenance of muscle progenitor cells. Along this line, the up-regulation of *Myf5* and down-regulation of *Myod1* by ligand-activated Notch signaling has been demonstrated in C2C12 myoblasts [40]. Thus, there may be several cooperating mechanisms by which Notch signaling maintains the muscle progenitor pool during embryogenesis and in the adult.

### Transcriptional repressors of the Id family are differentially regulated by Notch1 signaling in a cell-context dependent manner

In addition to lineage specific transcription factors we found members of the Id family of bHLH transcriptional repressors to be induced by Notch1 signaling (Fig. 4, 7, 8H, 10A). 

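Id1 rose in ESC, from 382 to 1089 in ESCe and from 346 to 1284 in ESCm (n = 1 each, log2 change 1.64, SE 0.27, limma adjusted p = 0.014), and Id4 from 102 to 528 and from 65.9 to 461 (adjusted p = 0.00021); both encode inhibitors of bHLH factors. Id3, from the same family, stood at 187 and 384 and at 209 and 475 (log2 change 1.02, limma adjusted p = 0.34). In mesodermal cells Id1 was at 726 ± 184 and 1838 ± 367 (SD, n = 2 per group, log2 change 1.32, SE 0.28, limma adjusted p = 0.069), Id3 at 803 ± 248 and 1715 ± 719 (1.04, SE 0.33, adjusted p = 0.29) and Id4 at 129 ± 47.0 and 285 ± 66.3 (1.02, SE 0.24, adjusted p = 0.1). Adjusted over the Id genes alone, 3 were higher and 1 lower in mesodermal cells and 3 were higher in ESC. Id1 also passed in mesodermal cells without replicate 1 or 2 of +CHX -OHT (adjusted p = 0.03 and 0.0297), and in the fit of all 16 arrays Id1 and Id4 passed there (limma adjusted p = 0.0228 and 0.0265). With the replicate numbers fitted as a block, Id1, Id3 and Id4 passed limma in mesodermal cells, though no label pairs these numbers between groups. Replicate deviations without and with OHT correlated by 0.49 there, so a pairing cannot be excluded and the missing calls stay uncertain. Chosen by the study from these arrays, the Id genes are not independent evidence.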

Induction of Id genes was significant also in the presence of CHX (Fig. 4, 7, 8H). Thus, like the lineage specific transcription factors, the Id genes are likely direct Notch1 targets. 

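With CHX, Id1 stood at 3516 ± 1512 without and 6629 ± 1073 with OHT (SD, n = 2 per group, log2 change 0.97, SE 0.28, limma adjusted p = 0.34), Id3 at 5566 and 8322 (0.65, adjusted p = 0.91) and Id4 at 1045 ± 20.7 and 2382 ± 395 (1.16, SE 0.24, adjusted p = 0.08). CHX alone raised Id1 by 2.19, Id2 by 2.99, Id3 by 2.72 and Id4 by 2.83 on the log2 scale. None of the Id genes passed limma with CHX, where 1413 probe sets had an unadjusted p under 0.05, and 2 did when adjusted over these genes alone. Id4 passed in the fit of all 16 arrays (limma adjusted p = 0.0183). With the replicate numbers fitted as a block, Id1 and Id4 passed limma with CHX, though these numbers are shared between groups as numbers only. A call near the threshold with n = 2 can go either way.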

Id proteins function as dominant negative regulators of other bHLH, Ets or Pax transcription factors, which positively regulate differentiation in many cell lineages [41]. Id proteins, which lack a DNA-binding domain, heterodimerize with other transcription factors, either the ubiquitous E proteins or HLH activators, thereby antagonizing their function. In *Drosophila*, a strong genetic interaction has been found between *emc* genes, the Drosophila homologue for the Id proteins, and genes that encode different components of the Notch signaling pathway [42]. Along this line, Notch signaling has been shown to positively regulate the transcription of XId3, a *Xenopus* member of Id proteins, through a Su(H)-dependent pathway [43]. 

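Id2, whose product blocks differentiation, fell in mesodermal cells, from 817 ± 283 to 263 ± 141 (SD, n = 2 per group, fell by 1.60 on the log2 scale, SE 0.32, limma adjusted p = 0.047). In ESCe it was at 76.8 and 74.4 and in ESCm at 75.0 and 65.6 (n = 1 each), and with CHX at 6468 ± 41.3 and 4242 ± 699 (log2 change -0.62, limma adjusted p = 0.91). The limma call was lost without replicate 1 of -OHT (adjusted p = 0.0637), replicate 2 of -OHT (0.307), replicate 1 of +OHT (0.26), or any array with CHX (0.0546 to 0.0961). Control mesodermal cells had 1007 and 888.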

In this study we found several members of the Id family to be differentially regulated by activated Notch1: While *Id1*, *Id3* and *Id4* were up-regulated, *Id2* was down-regulated by activated Notch1 (Fig. 4, 7). The significance of this differential regulation is not clear. Id1, Id2 and Id3 show a similar expression pattern during embryogenesis, while the distribution of Id4 is distinct [44]. Due to functional redundancy among the four members of the Id family and their widespread, overlapping expression patterns, only crosses between mice that lack different *Id* genes to generate multiple knock-outs are embryonic lethal. Id factors have been implicated to play an essential role mostly during early development, in neural development, hematopoiesis and angiogenesis. With regard to Notch signaling, it is of interest to note that Id proteins are short-lived proteins that have been reported to function as intracellular timer of differentiation in the nervous system [44]. It is thus conceivable that Notch upregulates certain Id proteins, in particular Id4 (Fig. 10A), a crucial regulator of neural stem cell fate determination, to control timing of differentiation (see model below).

### Genetic complementation assays and knock-in reporter cell lines confirm Notch1 target genes identified in the Notch1-induced transcriptome

To confirm that the Notch1 target genes identified in our screen are regulated also under physiological conditions *in vivo* we used two approaches: First, we used genetic complementation of ESC that lack RBP-J [45], a transcription factor that plays a central role for canonical Notch signal transduction. To this end, expression levels of the target genes Hes1, Hes5, Hey1, Hey2, Id4, Pax6, and Sox9 that were likely regulated directly by activated Notch in ESC were analyzed in ESC clones that lacked RBP-J (RBP-J-/-) or had reduced expression of RBP-J (RBP-J+/-), as well as in RBP-J-/- ESC clones that were complemented with RBP-J (RBP-J rescue) or in RBP-J-/- ESC that expressed VP16-RBP-J, a transcriptionally active derivative of RBP-J, from a transgene (VP16-RBP-J rescue) [45]. As expected from the role of RBP-J as transcriptional repressor in the absence of Notch signaling, all three RBP-J-/- ESC clones analyzed expressed significantly higher amounts of Hes1, Hes5, Hey1, Hey2, Id4 and Pax6 (Fig. 11A). For all of these genes, re-expression of RBP-J from a transgene restored the repression (Fig. 11B). In line with active Notch signaling, expression levels for all of these genes were further increased in the presence of the transcriptionally active derivative of RBP-J (Fig. 11B), thus corroborating our array and qPCR data on Notch target genes. However, the regulation of Sox9 by Notch signaling appears to be more complex: Although activated Notch1 upregulated Sox9 expression, we did not observe significantly altered expression levels of Sox9 in ESC lacking RBP-J (Fig. 11A). One possibility for the unaltered expression levels of Sox9 in RBP-J-/- ESC could be that Sox9 is not suppressed by RBP-J, although it is regulated by Notch1 signaling. In the mammalian skin as well as during T helper cell differentiation, target repression by RBP-J does not play an important role [46], [47], suggesting that in these tissues Notch signals in an RBP-J independent manner. However, since the expression levels were influenced in some but not all RBP-J-/- ESC clones after re-expressing RBP-J or VP16-RBP-J from a transgene (Fig. 11B), a more likely explanation is that repression of Sox9 by RBP-J is dynamic and depends on other additional factors. Notably, in Drosophila, RBP-J occupancy on many Notch target promoters is a transient, dynamic process [48]. In both, *Drosophila* and mammalian cells, the presence of Notch^IC^ enhances RBP-J occupancy and irrespective of active repression by RBP-J or not, the binding of Notch^IC^ to RBP-J mediates the transcriptional switch to activate gene expresssion from target promoters. How RBP-J and Notch^IC^ binding to RBP-J-specific sequences at target gene promoters to activate gene expression is regulated in a cell-context dependent manner is an interesting issue for further investigation (see model below).

**Figure 11:**
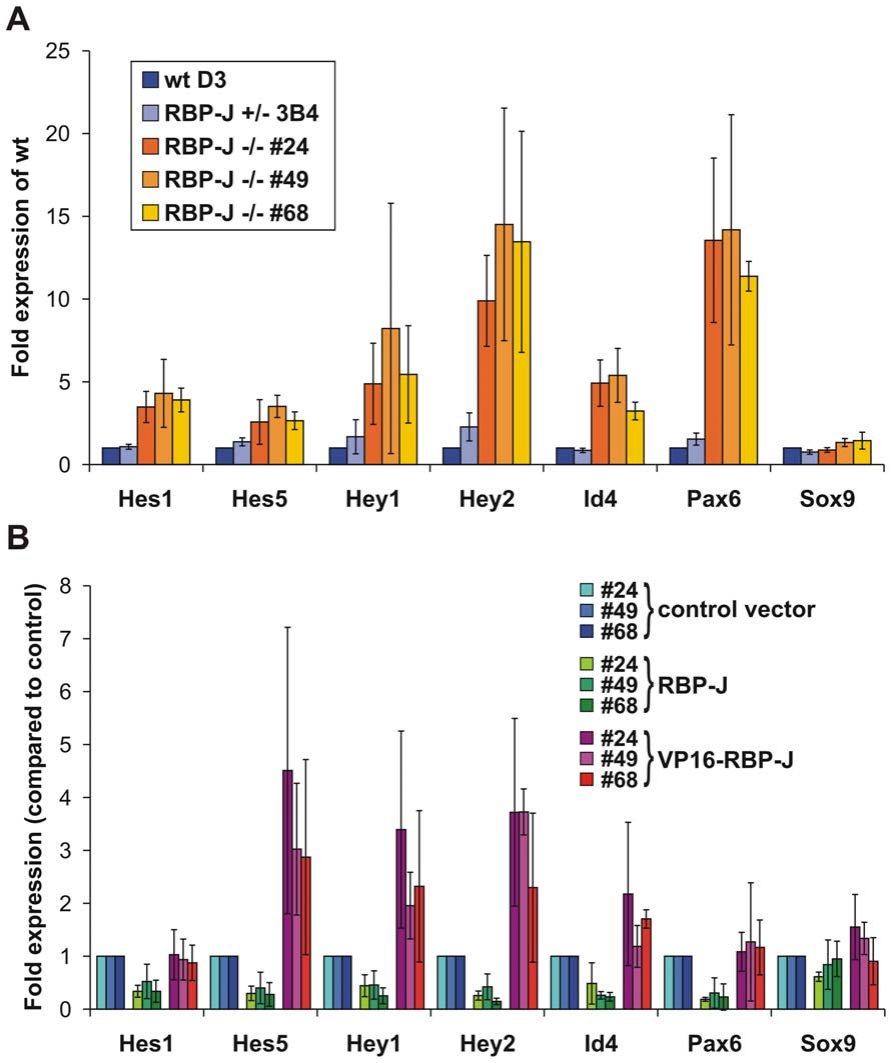
Expression of Notch1 target genes is altered in RBP-J deficient ES cells. mRNA levels were measured by qPCR in ES cells cultured in self renewal medium (ESCs). The error bars indicate the standard deviation from 3 independent experiments. (A) Expression of potentially direct Notch1 target genes is increased in RBP-J deficient ES cells. Fold expression in relation to the expression of RBP-J +/+ D3 cells is shown. (B) The increased expression of Notch1 target genes in RBP-J -/- ES cells is repressed by exogenous RBP-J expression and further increased by a transcriptionally active form of RBP-J (RBP-J-VP16). Fold expression in relation to the expression of cells transfected with the control vector is shown.

In our second approach we used knock-in reporter cell lines to confirm target gene activation by Notch1. Using ESC with a lacZ insertion in one myf5 allele [49] or ESC with a Venus gene, a modified version of yellow fluorescent protein, in the Runx1 locus [50], we generated stable ESC lines (Myf5-lacZ-NERT and Runx1-Venus-NERT), which express NERT, an OHT-inducible form of murine Notch1^IC^ [14], or control cell lines carrying the pCAG expression vector without the NERT cDNA (Myf5-LacZ and Runx1-Venus). Functionality of Notch1 pathway activation in Myf5-LacZ-NERT ESC and Runx1-Venus-NERT ESC was tested in undifferentiated ESC by analysis of Hes5 and HeyL expression after culturing the cells for 4 h in the presence or absence of OHT. All Myf5-LacZ-NERT ESC and Runx1-Venus-NERT ESC clones used for further study upregulated Hes5 and HeyL expression in the presence of OHT, while in control clones Hes5 and HeyL expression remained unchanged by the addition of OHT (data not shown). Using embryoid body culture, ESC were differentiated in the presence or absence of OHT to induce Notch signaling and analyzed at different times after plating. Venus expression was significantly induced by the addition of OHT in Runx1-Venus-NERT cells but not in Runx1-Venus control cells (Fig. 10B) at day 5 of mesodermal differentiation. Quantitative FACS analysis of mesodermal progenitor cells expressing Flk1 confirmed mesodermal differentiation and Notch activation, as previously described [14] (Fig. 10B). Similarly, activation of Notch signaling by the addition of OHT strongly induced the expression of β-Gal-positive cells in Myf5-lacZ-NERT cells but not in Myf5-LacZ control cells after 5 days of differentiation (Fig. 10C). Taken together, these results further confirm these genes to be regulated by activated Notch1.

### A mechanistic model for the role of Notch signaling in stem cell differentiation: Activated Notch promotes lineage entry by activating lineage specific transcription factors and expansion of lineage specific stem and progenitor cells by a negative feed back loop involving Hes/Hey and Id transcriptional repressors

What is the consequence of Notch pathway activation in various cell types? Expression of constitutive active Notch promotes the generation of cell lineage specific stem cells and inhibits further differentiation [4]. We have shown here that activated Notch1 most likely directly induces lineage specific transcription factors (LSTFs), which are known to direct multipotent stem cells along a certain lineage and are required for differentiation, in a cell context dependent manner. We further found that Notch1 signaling at the same time also induced Notch target genes of the *Hes*/*Hey* family, which can block differentiation by negatively regulating expression and/or function of cell LSTFs, e.g. MyoD or Runx [51]. In addition we observed, that inhibiting protein synthesis augmented the transcriptional up-regulation of direct Notch target genes, indicating the presence of a negative feedback loop requiring the synthesis of a repressive protein. In this respect, the reported binding of Hes/Hey to RBP-J on their own promoters to inhibit their Notch-induced expression [52], suggests that Hes/Hey proteins play a critical role in this negative feedback loop. 

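Inhbb and Fzd5 had the clearest gains with CHX: Inhbb rose from 35.3 to 145 without it (SD 9.03 and 0.98, n = 2 arrays per group, limma adjusted p = 0.0032), and its response was larger with CHX by 3.27 (SE 0.26). Fzd5 stood at 160 and 238 without CHX (log2 change 0.51, limma adjusted p = 0.29) and rose from 130 ± 5.93 to 1347 ± 28.0 with it, a difference of 2.64 (SE 0.23). Egr1 ran the other way, as its response was smaller by 2.70 with CHX (SE 0.20), which alone had brought it close to the top of the scale. Whether a ceiling or a lost response accounts for this was not tested. Cxcl10, an interferon-induced chemokine, also had a smaller response with CHX (36.6 to 214 without CHX, 546 to 444 with it, difference -2.25, SE 0.28). The limma test of the difference called 3 probe sets above and 3 below 0 (adjusted p = 0.0012 for Inhbb and Egr1, 0.0019 for Fzd5 and 0.04 for Cxcl10), and Cxcl10 was lost without any 1 of 6 arrays, with an adjusted p = 0.327 without replicate 1 of +CHX -OHT. There were 3 calls without either array of -OHT or without replicate 1 of +CHX -OHT, and 48, with 18 above and 30 below 0, without replicate 2 of +CHX +OHT. By fold and difference, the 127 probe sets higher without CHX only had median changes of 1.11 without and 0.53 with it, and the 110 higher with CHX only had 1.13 with and 0.36 without it, so each set was smaller where it had not been selected. From stronger responses in the presence of CHX, the paper reasons that a Notch1 feedback loop needs newly made repressive protein.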

Taken together, we propose a model (Fig. 12) for the mechanistic function of Notch signaling in stem cell differentiation: Notch signaling activates the transcription of LSTF as well as Hes/Hey proteins. Specific chromatin marks or other transcription factors yet to be identified may determine cell context dependency for differential Notch^IC^ binding. The LSTFs then prime the cells for differentiation along the respective lineages, while the concomitant up-regulation of *Hes*/*Hey* genes counteracts further differentiation by interfering with expression or function of these LSTFs. Recently, a similar stimulation of the expression of a gene as well as the repressor of that gene by activated Notch was shown in *Drosophila* muscle progenitor cells [7]. Thus, activated Notch may promote lineage entry by activating LSTFs and expansion of lineage specific stem and progenitor cells by a negative feed back loop involving Hes/Hey transcriptional repressors.

**Figure 12:**
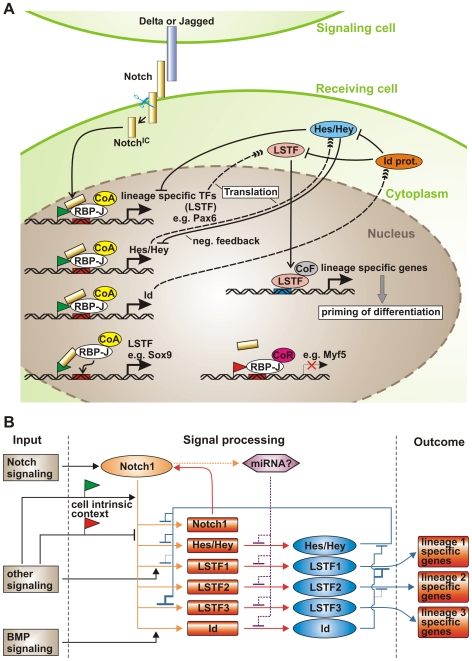
Model summarizing Notch1 cell-context dependent down-stream signaling. (A) Cell-based model. *CoR* co-repressor; *CoA* co-activator; *LSTF* lineage specific transcription factors; *green* and *red flag* activating or repressing chromatin marks. (B) Context-dependent regulatory circuit model. See text for details.

Another layer of complexity as well as a link to other signaling pathways is provided by the differential regulation of Id proteins by activated Notch (Fig. 12A). During differentiation, Id proteins act as a short-lived brake withholding predetermined cells from differentiating, by associating with LSTFs and preventing them from binding DNA. At the same time, Id proteins can bind, possibly cell-context dependently, also to specific Hes proteins, thereby inhibiting the autorepression of certain *Hes* genes [53]. Thus, the cells are primed to adopt a 'pre-differentiation state' by the expression of LSTFs and held in check by opposing signals because they express inhibitors of the Id and Hes/Hey family at the same time. Further differentiation will then depend on the availability of LSTFs, which is regulated by the cell-context dependent amount and type of LSTFs, Id and Hes proteins (Fig. 12A). In addition to Notch signaling, the expression of Id proteins is positively regulated by TGFβ/BMP signaling in different tissues [41], contributing to the balance of transcription factor availability (Fig. 12B). Similarly, Hes and Hey proteins transduce and integrate signals from TGFβ/BMP, JAK-STAT, Ras and HIF signaling pathways [51]. On the other hand, LSTFs are also subject to regulation by several external signaling pathways, such as FGF, TGFβ/BMPs and Wnts (Fig. 12B). Furthermore, a positive feed-forward loop up-regulating Notch expression itself may ensure definitive determination into a specific lineage (Fig. 12B). Finally, work in *Drosophila*, zebrafish and *C. elegans* has demonstrated that miRNAs are direct transcriptional target genes of Notch signaling and regulate Notch target genes [54]–[56]. It is thus tempting to speculate, that miRNAs induced by activated Notch further influence the amount of certain transcription factors present and thus contribute to fine-tuning of the expression of Notch target genes also in mammals (Fig. 12B). In summary, we propose that Notch signaling ensures correct, coordinated and timed specification of stem cells by simultaneously activating LSTFs, differentiation-inhibitory proteins of the Hes/Hey and Id family, Notch receptors and miRNAs in an cell-intrinsic and cell-extrinsic context dependent manner.

## Materials and Methods

### Cell Culture

The culture of undifferentiated ESC was performed as described in Schroeder et al. [45]. To generate mesodermal cells, ESC were cultured in αMEM containing 15% pre-tested FCS (PAN, Germany), 100 µM 2-mercaptoethanol (differentiation medium) for 4 to 5 days [57] for transcriptome analysis. 5×10^4^ undifferentiated ESC per well were cultured in 6 well collagen type IV coated plates (Becton Dickinson, USA). Alternatively, for control of differentiation potential, 1×10^4^ undifferentiated ESC were cultured in 6 well plates containing confluent OP9 stromal cells [58]. The culture was then analyzed by flow cytometry for Flk-1+ cells. For the culture of cells in conditions favoring ectodermal or mesodermal differentiation, ESC grown on gelatine were washed and cultured for 4 h in the presence or absence of 1 µM OHT in either ES to ectoderm differentiation medium (GMEM, 10% Knockout Serum Replacement, 1% non essential amino acids, 1 mM sodium pyruvate (all Invitrogen), and 100 µM 2-mercaptoethanol) or in ES to mesoderm differentiation medium (Knockout-DMEM, 10% Knockout Serum Replacement (all Invitrogen), 1% pre-tested FCS (Cambrex), 1% non essential amino acids (Invitrogen), 2 mM L-Glutamine, and 100 µM 2-mercaptoethanol). To block protein synthesis, 50 µg/ml cycloheximide (CHX) was added for 4 h.

Runx1-Venus ESC [50] and Myf5-LacZ ESC [49] were stably transduced with 10 µg of pCAG-NERT^ΔOP^ vector or pCAG-IP control vector by electroporation and selected as described in Schroeder et al [45]. For in vitro differentiation of Myf5-LacZ-NERT ESC and Runx1-Venus-NERT ESC, ESC were differentiated using the hanging drop method as described [59]. Briefly, ESC were cultivated in hanging drops for 2 days until embryoid bodies were formed. Embryoid bodies were the transferred to bacteriological plates and further cultivated in suspension. Between day 5 and day 7 cells were plated on gelatine-coated tissue culture dishes and further incubated until analysis. ESC were electroporated and selected as previously described [14].

### Microarrays

RNAs were processed as described previously with minor changes [60] for use on Affymetrix GeneChips Mouse Genome 430 2.0 (Affymetrix, Santa Clara, CA, USA) and analyses were done with dChip Software. RNA from the different cell populations was isolated and treated with DNase I (RNeasy, Qiagen) and used for cDNA synthesis (5 µg total RNA, Expression Analysis Technical Manual, Affymetrix, Santa Clara, CA, USA). cRNA was generated (BioArray High-Yield Transcript Labeling kit, ENZO, Farmingdale, NY, USA) and hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 Array (15 µg cRNA, 16 h, 45°C) that contain ∼45,000 probe sets of over 39,000 murine transcripts. GeneChip arrays were stained, washed and scanned according to the manufacturer's specifications. Principle component analysis (PCA) was performed using the R software (http://www.r-project.org/; [61]). Scanned GeneChip.DAT files were analyzed by dChip Software (Built date Aug 21, 2008; [62] (http://dchip.org). Microarrays were normalized to an array with median overall intensity (‘Control Mesoderm +OHT’) using the Invariant Set Normalization method [62]. Uninduced and OHT-induced samples of the same cell populations were compared. A gene was assigned as differentially regulated by Notch1, when it fulfilled the following criteria: (i) at least 2-fold up- or down-regulation, (ii) at least the higher expression value has to be judged as ‘present’ by the software, (iii) the absolute difference between induced/not-induced is higher than 50 (about 2-fold the mean background level of the ‘absent’ genes). For further analyses, redundant genes were removed as far as possible resulting in 465 genes and transcripts for all culture conditions applied. Data sets were deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE15268. Relative expression was visualized via heatmap using the MeV 4.2 of the TM4 software suite (http://www.tm4.org/; [63]). Values were Log_2_ transformed and normalized within each gene. Furthermore, genes were classified into Gene Ontology [64] or PANTHER groups [65] using the DAVID functional annotation analysis tool (http://david.abcc.ncifcrf.gov/). The GO and PANTHER terms used were: GOTERM_BP_ALL: GO:0006350∼transcription OR PANTHER_MF_ALL: MF00036: Transcription factor (‘Transcription and TFs’); GOTERM_BP_ALL: GO:0006915∼apoptosis; GOTERM_BP_ALL: GO:0030154∼cell differentiation; GOTERM_BP_ALL: GO:0007049∼cell cycle; GOTERM_BP_ALL: GO:0007154∼cell communication; GOTERM_BP_ALL: GO:0007155∼cell adhesion; GOTERM_BP_ALL: GO:0007242∼intracellular signaling cascade; GOTERM_BP_ALL: GO:0019222∼regulation of metabolic process; GOTERM_CC_ALL: GO:0005856∼cytoskeleton; GOTERM_BP_ALL: GO:0008283∼cell proliferation; PANTHER_BP_ALL: BP00248:Mesoderm development. Genes of the groups were reassigned to their induction values and visualized as a heatmap with the MeV 4.2 software.

### Real-time RT-PCR

Relative expression levels of 30 potential Notch1 target genes and Oct4 as a control were determined by real-time PCR on a 7900HT Fast Real-Time PCR System (Applied Biosystems) in 384-well PCR-plates (ABgene) using the TaqMan Gene Expression Assays-on-Demand system (Applied Bioystems, Foster City, USA) as described previously [14] with minor changes. Genes and assays used are itemized in Table S2. Relative expression levels of the genes were calculated in relation to Gapdh expression (Applied Biosystems) using the ΔCt method with efficiency values measured in a pilot experiment for each expression assay. Inductions by OHT were calculated with the ΔΔCt method [66] using Gapdh for normalization. Relative expression and inductions were visualized via heatmaps using MeV 4.2 software.

### Western Blots

60 µg of protein lysates from ESC or 5 d differentiated embryoid bodies were separated on a SDS-PAGE and blotted onto a nitrocellulose membrane. Immunoblots were carried out using antibodies against Sox9 (Santa Cruz Biotechnology, sc-17340), Pax6 (Covance, PRB-278P), Id4 (Santa Cruz Biotechnology, sc-491) and Actin (Santa Cruz Biotechnology, sc-1616R) in a 1∶200, 1∶1000, 1∶1000 and 1∶5000 dilution, respectively.

### LacZ Staining

Cells fixed with 2% formaldehyde were stained for β-Gal using standard procedures.

## Supporting Information

Table S1 Cell-context specific Notch1 target genes. List of cell-context specific Notch1 target genes identified by genome wide expression arrays in ESC under ectodermal and mesodermal differentiation conditions and in mesodermal progenitor cells.
(0.37 MB XLS) Click here for additional data file.

Table S2 Gene expression assays of Notch1 target genes. Summary of gene expression assays used to determine relative expression levels of 30 potential Notch1 target genes after induction of Notch signaling.
(0.02 MB XLS) Click here for additional data file.

Video S1 PCA shows that samples of each cell population, i.e. ESC (ESCe and ESCm) and mesodermal progenitor cells (Mesoderm), cluster together, regardless of the expression of the NERT protein or the presence of OHT.
(5.51 MB MOV) Click here for additional data file.

## References

[1] Artavanis-Tsakonas S, Rand MD, Lake RJ (1999). Notch signaling: cell fate control and signal integration in development.. Science.

[2] Lai EC (2004). Notch signaling: control of cell communication and cell fate.. Development.

[3] Kopan R, Cagan R (1997). Notch on the cutting edge.. Trends Genet.

[4] Hurlbut GD, Kankel MW, Lake RJ, Artavanis-Tsakonas S (2007). Crossing path with Notch in the hyper-network.. Curr Opin Cell Biol.

[5] Iso T, Kedes L, Hamamori Y (2003). HES and HERP families: Multiple effectors of the Notch signaling pathway.. J Cell Physiol.

[6] Leimeister C, Externbrink A, Klamt B, Gessler M (1999). Hey genes: A novel subfamily of hairy- and enhancer of split related genes specifically expressed during mouse embryogenesis.. Mech Dev.

[7] Krejci A, Bernard F, Housden BE, Collins S, Bray SJ (2009). Direct response to Notch activation: Signaling crosstalk and incoherent logic.. Sci Signal.

[8] Poellinger L, Lendahl U (2008). Modulating Notch signaling by pathway-intrinsic and pathway-extrinsic mechanisms.. Curr Opin Genet Dev.

[9] Cormier S, Vandormael-Pournin S, Babinet C, Cohen-Tannoudji M (2004). Developmental expression of the Notch signaling pathway genes during mouse preimplantation development.. Gene Expr Patterns.

[10] Nemir M, Croquelois A, Pedrazzini T, Radtke F (2006). Induction of cardiogenesis in embryonic stem cells via downregulation of Notch1 signaling.. Circ Res.

[11] Swiatek PJ, Lindsell CE, del Amo FF, Weinmaster G, Gridley T (1994). Notch1 is essential for postimplantation development in mice.. Genes & Dev.

[12] Oka C, Nakano T, Wakeham A, de la Pompa JL, Mori C (1995). Disruption of the mouse RBP-J kappa gene results in early embryonic death.. Development.

[13] Conlon RA, Reaume AG, Rossant J (1995). Notch1 is required for the coordinate segmentation of somites.. Development.

[14] Schroeder T, Meier-Stiegen F, Schwanbeck R, Eilken H, Nishikawa S (2006). Activated Notch1 alters differentiation of embryonic stem cells into mesodermal cell lineages at multiple stages of development.. Mech Dev.

[15] Lowell S, Benchoua A, Heavey B, Smith A (2006). Notch promotes neural lineage entry by pluripotent embryonic stem cells.. PLoS Biology.

[16] Schroeder T, Kohlhof H, Rieber N, Just U (2003). Notch signaling induces multilineage myeloid differentiation and up-regulates PU.1 expression.. J Immunol.

[17] Schwanbeck R, Schroeder T, Henning K, Kohlhof H, Rieber N (2008). Notch signaling in embryonic and adult myelopoiesis.. Cells Tissues Organs.

[18] Henning K, Schroeder T, Schwanbeck R, Rieber N, Bresnick EH (2007). mNotch1 signaling and erythropoietin cooperate in erythroid differentiation of multipotent progenitor cells and upregulate beta-globin.. Exp Hematol.

[19] Main H, Lee KL, Yang H, Haapa-Paananen S, Edgren H (2010). Interactions between Notch- and hypoxia-induced transcriptomes in embryonic stem cells.. Exp Cell Res.

[20] Taylor MK, Yeager K, Morrison SJ (2007). Physiological Notch signaling promotes gliogenesis in the developing perpheral and central nervous system.. Development.

[21] Muto A, Iida A, Satoh S, Watanabe S (2009). The group E Sox genes Sox8 and Sox9 are regulated by Notch signaling and are required for Müller glial cell development in mouse retina.. Exp Eye Res.

[22] Zong Y, Panikkar A, Xu JF, Antoniou A, Raynaud P (2009). Notch signaling controls liver development by regulating biliary differentiation.. Development.

[23] Osumi N, Shinohara H, Numayama-Tsuruta K, Maekawa M (2008). Pax6 transcription factor contributes to both embryonic and adult neurogenesis as a multifunctional regulator.. Stem Cells.

[24] Suter DM, Tirefort D, Julien S, Krause KH (2009). A Sox1 to Pax6 switch drives neuroectoderm to radial glia progression during differentiation of mouse embryonic stem cells.. Stem Cells.

[25] Onuma Y, Takahashi S, Asashima M, Kurata S, Gehring WJ (2002). Conservation of Pax 6 function and upstream activation by Notch signaling in eye development of frogs and flies.. Proc Natl Acad Sci U S A.

[26] Levanon D, Groner Y (2004). Structure and regulated expression of mammalian RUNX genes.. Oncogene.

[27] Kurokawa M (2006). AML1/Runx1 as a versatile regulator of hematopoiesis: Regulation of its function and a role in adult hematopoiesis.. Int J Hematol.

[28] Lebestky T, Jung SH, Banerjee U (2003). A Serrate-expressing signaling center controls Drosophila hematopoiesis.. Genes & Dev.

[29] Nakagawa M, Ichikawa M, Kumano K, Goyama S, Kawazu M (2006). AML1/Runx1 rescues Notch1-null mutation-induced deficiency of para-aortic splanchnopleural hematopoiesis.. Blood.

[30] Burns CE, Traver D, Mayhall E, Shepard JL, Zon LI (2005). Hematopoietic stem cell fate is established by the Notch-Runx pathway.. Genes & Dev.

[31] Vasyutina E, Lenhard D, Birchmeier C (2007). Notch function in myogenesis.. Cell Cycle.

[32] Arnold HH, Braun T (2000). Genetics of muscle determination and development.. Curr Top Dev Biol.

[33] Vasyutina E, Lenhard D, Wende H, Erdmann E, Epstein J (2007). RBP-J (Rbpsuh) is essential to maintain muscle progenitor cells and to generate satellite cells.. Proc Natl Acad Sci U S A.

[34] Schuster-Gossler K, Cordes R, Gossler A (2007). Premature myogenic differentiation and depletion of progenitor cells cause severe muscle hypotrophy in Delta1 mutants.. Proc Natl Acad Sci U S A.

[35] Kuroda K, Tani S, Tamura K, Minoguchi S, Kurooka H (1999). Delta-induced Notch signaling mediated by RBP-J inhibits MyoD expression and myogenesis.. J Biol Chem.

[36] Asakura A, Hirai H, Kablar B, Morita S, Ishibashi J (2007). Increased survival of muscle stem cells lacking the MyoD gene after transplantation into regenerating skeletal muscle.. Proc Natl Acad Sci USA.

[37] Gensch N, Borchardt T, Schneider A, Riethmacher D, Braun T (2008). Different autonomous myogenic cell populations revealed by ablation of Myf5-expressing cells during mouse embryogenesis.. Development.

[38] Haldar M, Karan G, Tvrdik P, Capecchi MR (2008). Two cell lineages, myf5 and myf5-independent, participate in mouse skeletal myogenesis.. Dev Cell.

[39] Ustanina S, Carvajal J, Rigby P, Braun T (2007). The myogenic factor Myf5 supports efficient skeletal muscle regeneration by enabling transient myoblast amplification.. Stem Cells.

[40] Buas M, Kabak S, Kadesh T (2009). Inhibition of myogenesis by Notch: Evidence for multiple pathways.. J Cell Physiol.

[41] Ruzinova MB, Benezra R (2003). Id proteins in development, cell cycle and cancer.. Trends Cell Biol.

[42] Baonza A, de Celis JF, Garcia-Bellido A (2000). Relationships between extramacrochaetae and Notch signalling in Drosophila wing development.. Development.

[43] Reynaud-Deonauth S, Zhang H, Afouda A, Taillefert S, Beatus P (2002). Notch signaling is involved in the regulation of Id3 gene transcription during Xenopus embryogenesis.. Differentiation.

[44] Yokota Y (2001). Id and development.. Oncogene.

[45] Schroeder T, Fraser ST, Ogawa M, Nishikawa S, Oka C (2003). Recombination signal sequence-binding protein Jkappa alters mesodermal cell fate decisions by suppressing cardiomyogenesis.. Proc Natl Acad Sci U S A.

[46] Ong CT, Sedy JR, Murphy KM, Kopan R (2008). Notch and presenilin regulate cellular expansion and cytokine secretion but cannot instruct Th1/Th2 fate acquisition.. PLoS ONE.

[47] Demehri S, Liu Z, Lee J, Lin MH, Crosby SD (2008). Notch-deficient skin induces a lethal systemic B-lymphoproliferative disorder by secreting TSLP, a sentinel for epidermal integrity.. PLoS Biol.

[48] Krejci A, Bray S (2007). Notch activation stimulates transient and selecive binding of Su(H)/CSL to target enhancers.. Genes & Dev.

[49] Braun T, Arnold HH (1996). myf-5 and myoD genes are activated in distinct mesenchymal stem cells and determine different skeletal muscle cell lineages.. EMBO J.

[50] Hirai H, Samokhvalov IM, Fujimoto T, Nishikawa S, Imanishi J (2005). Involvement of Runx1 in the down-regulation of fetal liver kinase-1 expression during transition of endothelial cells to hematopoietic cells.. Blood.

[51] Fischer A, Gessler M (2007). Delta-Notch-and then? Protein interactions and proposed modes of repression by Hes and Hey bHLH factors.. Nucleic Acids Research.

[52] King IN, Kathiriya IS, Murakami M, Nakagawa M, Gardner KA (2006). Hrt and Hes negatively regulate Notch signaling through interaction with RBP-Jkappa.. Biochem Biophys Res Commun.

[53] Bai G, Sheng N, Xie Z, Bian W, Yokota Y (2007). Id sustains Hes1 expression to inhibit precocious neurogenesis by releasing negative autoregulation of Hes1.. Dev Cell.

[54] Yoo AS, Greenwald I (2005). LIN-12/Notch activation leads to microRNA-mediated down-regulation of Vav in C. elegans.. Science.

[55] Lai EC, Tam B, Rubin GM (2005). Pervasive regulation of Drosophila Notch target genes by GY-box-, Brd-box-, and K-box-class microRNAs.. Genes & Dev.

[56] Thatcher EJ, Flynt AS, Li N, Patton JR, Patton JG (2007). miRNA expression analysis during normal zebrafish development and following inhibition of the hedgehog and Notch signaling pathways.. Dev Dynamics.

[57] Hirashima M, Kataoka H, Nishikawa S, Matsuyoshi N (1999). Maturation of embryonic stem cells into endothelial cells in an in vitro model of vasculogenesis.. Blood.

[58] Kodama H, Nose M, Niida S, Nishikawa S (1994). Involvement of the c-kit receptor in the adhesion of hematopoietic stem cells to stromal cells.. Exp Hematol.

[59] Wobus AM, Guan K, Yang HT, Boheler KR (2002). Embryonic stem cells as a model to study cardiac, skeletal muscle, and vascular smooth muscle cell differentiation.. Methods Mol Biol.

[60] Ruau D, Ju XS, Zenke M (2006). Genomics of TGF-beta1 signaling in stem cell commitment and dendritic cell development.. Cell Immunol.

[61] Ihaka R, Gentleman R (1996). A language for data analysis and graphics.. J Comput Graph Stat.

[62] Li C, Wong WH (2001). Model-based analysis of oligonucleotide arrays: Expression index computation and outlier detection.. Proc Natl Acad Sci U S A.

[63] Saeed AI, Sharov V, White J, Li J, Liang W (2003). TM4: a free, open-source system for microarray data management and analysis.. Biotechniques.

[64] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium.. Nat Genet.

[65] Thomas PD, Campbell MJ, Kejariwal A, Mi H, Karlak B (2003). PANTHER: a library of protein families and subfamilies indexed by function.. Genome Res.

[66] Livak J, Schmittgen T (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method.. Methods.

[67] Schug J (2008). Using TESS to predict transcription factor binding sites in DNA sequence.. Curr Protoc Bioinformatics Chapter.

[68] Ong CT, Cheng HT, Chang LW, Ohtsuka T, Kageyama R (2006). Target selectivity of vertebrate notch proteins. Collaboration between discrete domains and CSL-binding site architecture determines activation probability.. J Biol Chem.

How the deposited data were processed for this re-analysis (not part of the article)

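The authors deposited model-based expression intensities of 16 Affymetrix mouse arrays, which they computed with dChip and normalized by invariant sets to the array of control mesodermal cells with OHT. No value was rescaled, and detection calls were not used here, so the present call that the study required was not applied. Conditions were read from the sample labels. Probe sets were joined to genes through the platform annotation and the RefSeq gene table of the reference: of 45037 probe sets 34945 name 1 gene symbol, 932 several and 9160 none, and 34741 were found in the gene table. The figure for a gene is that of the probe set with the highest mean over all arrays that names that gene alone, which gave 18193 genes.

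Values were tested as log2 of the value plus 25, over probe sets with at least 1 group mean of 50 or more, with lmFit and eBayes (trend) of limma 3.58.1 in R 4.3.3 and Benjamini-Hochberg adjustment over probe sets (threshold 0.05). The 8 NERT mesoderm arrays gave the response to OHT without and with CHX, the difference between these and the effect of CHX without OHT. All 16 arrays gave the response in ESC as the mean over both media, the response in control cells as the mean over both populations, and the differences of ESC and of control cells from NERT mesodermal cells. Gene lists (28 lists, of which those with at least 5 tested genes were tested) were compared with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, adjusted over lists. Counts by fold and difference used the study's criteria of at least 2-fold and a difference over 50 between group means. Population markers were compared by an exact two-sided permutation test of the array labels, and intervals are from 10000 bootstrap samples of probe sets or genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the other tables and the figures. All tests are two-sided.

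Named genes are the 12 largest rises and 8 largest falls in mesodermal cells without and with CHX that passed the test with each induced array beyond each uninduced one, the 10 largest in each direction for the difference with CHX and for CHX without OHT, the 10 largest in ESC and in the differences between populations, 5 per direction and ESC medium by ratio, members of the gene lists, and every gene the paper names, whose values in the paper's tables had been seen. The contrasts, criteria, gene lists, rule for named genes and alternative settings were chosen before the data were examined, and the limma tests with the 12 conditions as groups, camera included, were added afterwards. Some items are not reported here.

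In a self-test 200 probe sets were changed on simulated arrays with the spread of these. In mesodermal cells 38% of 2-fold and 81% of 3-fold changes were recovered with 4 calls among unchanged probe sets, with CHX 38% and 85% with 8, for the difference with CHX 2% and 23% with 1, in ESC 69% and 97% with 7, and in control cells 70% and 95% with 2.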

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

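The tests of OHT itself and of new protein as causes of the rise in interferon response genes were chosen after the result was seen.

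In mesodermal cells the response to OHT differed between cells with and without CHX, by the limma test of that difference, for Inhbb (3.27 on the log2 scale), Fzd5 (2.64), Egr1 (-2.70), Ifit1 (-2.33) and Cxcl10 (-2.25). As groups, immediate early genes and interferon response genes responded less with CHX, with median differences of -0.53 and -0.75 (limma camera adjusted p = 1e-14 and 4.9e-15, and adjusted p = 0.27 and 0.18 with an estimated correlation). CHX alone had raised 17 of 19 immediate early genes, with a median of 2.44, so their responses with CHX start from a higher level. It had brought Egr1 close to the top of the scale, though below the highest values with CHX and OHT (16397.2 and 16997.3). A further rise of Egr1 as large as that without CHX could not be read in full there, while a small one could. Whether a ceiling or a lost response lowered the change of Egr1 was not tested. The limma calls of Ifit1 (adjusted p = 0.107 to 0.327) and Cxcl10 (adjusted p = 0.0868 to 0.327) were each lost without any 1 of 6 arrays, the highest without replicate 1 of +CHX -OHT.

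Between ESC and mesodermal cells the response differed by limma for Dand5 (-2.50), Ifit1 (-2.26), Prickle1 (2.21), Dusp2 (-2.03) and Egr1 (-1.98), of which Ifit1, Prickle1 and Dusp2 lost their call without replicate 1 of -OHT (limma adjusted p = 0.107, 0.256 and 0.107). By camera it differed for immediate early genes (median -0.18, limma camera adjusted p = 0.00033, and adjusted p = 0.62 with an estimated correlation) and interferon response genes (median -0.46, limma camera adjusted p = 2.1e-17, and adjusted p = 0.12 with an estimated correlation), and also for Hes and Hey repressors (median -0.43, limma camera adjusted p = 0.0015, and adjusted p = 0.19 with an estimated correlation) and mural and smooth muscle genes (median -0.30, limma camera adjusted p = 0.023, and adjusted p = 0.23 with an estimated correlation), lists in which no gene passed alone.

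Some gene groups for which the paper gives no array results were called by camera in NERT cells at the preset correlation, and none of the calls in this paragraph held with an estimated one. Immediate early genes had a median of 0.33 in mesodermal cells, where 3 of 19 rose (9 higher and 1 lower adjusted over the list alone), of 0.43 in ESC and of -0.18 in mesodermal cells with CHX (limma camera adjusted p = 5.6e-10, 0.00066 and 0.027, and adjusted p = 0.26, 0.58 and 0.97 with an estimated correlation). Genes of mural and smooth muscle cells had a median of 0.19 in mesodermal cells, with 8 of 9 above 0 and 1 past limma (2 adjusted over the list alone; limma camera adjusted p = 0.00065, and adjusted p = 0.15 with an estimated correlation). Wnt targets had a median of -0.19 in ESC, where 1 of 11 fell (1 higher and 1 lower adjusted over the list alone; limma camera adjusted p = 0.018, and adjusted p = 0.58 with an estimated correlation).

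Interferon response genes, which the paper does not discuss, had a median change of 0.71 in mesodermal cells, where 15 of 16 lay above 0 and 4 passed limma (13 adjusted over the list alone), with a limma camera adjusted p = 7.6e-22, and adjusted p = 0.063 with an estimated correlation. A rise carried by a single array is argued against, since the lowest median with 1 array left out was 0.68 of the median with all arrays. OHT itself as the cause is argued against as well, since the change in control mesodermal cells was -0.02 of that in NERT cells (95% bootstrap interval -0.10 to 0.12), from 1 control array per condition, and the response in NERT mesodermal cells exceeded that of both control populations together by a median of 0.62, with 15 of 16 above 0 (limma camera adjusted p = 4.5e-18, and adjusted p = 0.037 with an estimated correlation). Control ESCm had a median of 0.10, with 11 of 16 above 0. With CHX the change was -0.02 of that without it (-0.11 to 0.27), as a rise that needs new protein would give. CHX alone had lowered 6 of the 16 genes and raised 2 (median -0.30, limma camera adjusted p = 0.031, and adjusted p = 0.91 with an estimated correlation). The genes were higher in uninduced NERT than in uninduced control mesodermal cells by a median of 0.78, 14 of 16 above 0 (limma camera adjusted p = 4e-08, and adjusted p = 0.29 with an estimated correlation). Whether a new protein, such as secreted interferon, carries the rise or CHX acts on these genes in another way stays open, as untested.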

How the results depend on the processing

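None of the settings in this part was chosen after a result was seen. Of 443 results for named genes 241 passed their test, 146 of them in every setting and with every array left out, and 201 in every setting that leaves out no array. Counted as pairs of a result and a setting, calls for named genes were lost in 320 pairs with 1 array left out, gained in 29 and kept as they were in 3186, and under the other settings in 63, 44 and 3070 pairs. No direction turned among called results. Most values lie close to the array background, where the added 25 shrinks changes, and groups of 1 array are assumed to vary like the others.

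Probe sets past limma in mesodermal cells (214) became 140 with no filter on low values (30 lower), 339 with a replicate block, 536 in the fit of 16 arrays (288 higher and 248 lower, against 147 and 67), and 63 to 287 with 1 array left out. With CHX (148, of which 12 lower) they became 257 in the fit of 16 arrays (28 lower), 117 with 5 added to the values (2 lower), 111 with no filter (4 lower) and 82 to 611 with 1 array left out. The difference with CHX (6) became 18 with 50 added to the values, 3 with no filter, 19 with a replicate block, 33 in the fit of 16 arrays and 3 to 48 with 1 array left out. CHX without OHT (7871) gave 4318 with 1 probe set per gene, where fewer are tested, and 3890 to 9363 with 1 array left out. With 1 array left out ESC (139) gave 117 to 235, ESC minus mesoderm (8) gave 3 to 19, and NERT minus control (113) gave 51 to 174. ESC minus mesoderm gave 17 with 50 added. Control cells had 0 in every setting. Replicate numbers are shared between groups as numbers only, and of 6 pairs of groups 4 had deviations that correlated by over 0.1 (0.01 to 0.49). The highest, 0.49, was between the NERT mesodermal arrays without and with OHT, both without CHX. A pairing of these arrays thus cannot be excluded, and the unpaired test may then miss calls in mesodermal cells. The block moved no other count by over 1.5 times.

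By fold and difference, a difference over 100 gave 98 probe sets in ESCe, 97 in ESCm, 3 in control ESCm and 4 in control mesodermal cells. With no minimum difference the counts were 5398 in ESCe, 4858 in ESCm, 2828 in mesodermal cells, 2119 with CHX, 4345 in control ESCm and 4494 in control mesodermal cells, and 276 rises and 92 falls were shared with and without CHX. At 1.5-fold they were 448, 546, 973, 753, 79, 28, 225 and 47 in the same order. When each replicate pair had to meet the criteria they were 213 in mesodermal cells, 150 with CHX and 66 shared. With 1 array left out they were 362 to 498 in mesodermal cells, 275 to 655 with CHX and 84 to 128 shared.

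Population markers past the permutation test (35) became 0 on arrays without OHT and 0 on NERT arrays, where the smallest p that the arrays allow is 0.1, which cannot pass, and 0.0286, which passes after adjustment only if most markers reach it. With an estimated correlation camera called 1 gene list in mesodermal cells (8 with the preset one), 1 with CHX (6), 0 for the difference with CHX (6), 0 for CHX without OHT (6), 2 in ESC (6), 0 in control cells (1), 0 for ESC minus mesoderm (4) and 3 for NERT minus control (7). Other than where fewer arrays or probe sets are tested, the cause was not tested.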

Differences from the paper's values

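None of the settings in this part was chosen after a result was seen.

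In ESCe the paper's Table S1 holds 5 probe sets lower with OHT, and 13 met the fold and difference criteria here, without detection calls. The paper removed redundant genes from its table as far as possible, and by named gene the counts are 4 in the table and 10 here. No setting came within 1.5 times of the paper's count: there were 3 with a difference over 100, 13 with geometric means, 30 after quantile normalization, 57 at 1.5-fold and 2808 with no minimum difference.

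For Sox9 in ESCe with OHT the paper's Table S1 gives 95.04 for the weaker of its tabulated probe sets, where the value here is 29.84, and 29.84 for the stronger, where the value here is 95.04. The expression columns of these entries of the paper's table hold each other's values, and its fold columns (2.52 and 8.21) fit the values here.

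The paper has most genes regulated with CHX as well. Of the 336 probe sets past the fold and difference criteria in mesodermal cells 101 also passed them with CHX, 100 of 227 higher and 1 of 109 lower, while 173 of the 227 were higher with CHX by 1.5-fold or more. The paper's own lists give similar shares, with 74 of 170 higher and 1 of 92 lower. The difference is thus from the paper's sentence and not from its counts.

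The paper describes no influence of OHT on clustering. The arrays stayed with their population, and the third component of the analysis here moved with OHT in NERT cells by -15.4 to -31.7 over a range of 53.2. That component also set uninduced NERT cells apart from uninduced control cells. With each probe set scaled, component 3 moved by -30.3 and -36.9 in NERT ESC and by 37.3 and 62.6 in NERT mesodermal cells, and component 4 by -21.7 to -49.4 in NERT cells.

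Runx1 is given by the paper as a target in mesodermal cells, with and without CHX, from arrays and qPCR. A reporter in the Runx1 locus also rose with OHT in the paper's differentiating NERT cells. The strongest probe set of Runx1 had a log2 change of 0.03 without and 0.14 with CHX. Another of its probe sets passed limma with CHX (1.63, adjusted p = 0.011), while none passed without it. With CHX that other probe set (76.4 to 291.4) and a further one (100 to 220) met the fold and difference criteria. Without CHX they stood at 23.0 and 38.7 and at 27.8 and 57.8, short of the difference over 50. Weaker ones also moved up without CHX (19.3 to 35.4 and 9.6 to 20.3), and 1 was flat (168.7 and 172.5).

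Hes1 is given by the paper as higher in ESC with OHT. Its values were 1.79-fold and 2.0-fold higher in ESCe and ESCm. It met the fold and difference criteria in ESCm (186.3 to 373.3) and not in ESCe (190.7 to 341.5). Limma did not call it in ESC (adjusted p = 0.22).

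The paper gives Id1, Id3 and Id4 as raised by Notch1, and the Id response as significant with CHX. In mesodermal cells limma called none of them (adjusted p = 0.069, 0.29 and 0.1), while it called Id1 and Id4 in ESC. All 3 met the fold and difference criteria in mesodermal cells (2.53-fold, 2.14-fold and 2.21-fold), and Id4 met them with CHX (2.28-fold). Without CHX, Id1 passed after quantile normalization (adjusted p = 0.0393), with 1 probe set per gene (0.0469), in the fit of 16 arrays (0.0228) and with a replicate block (339 calls in all, Id1 at 0.0018), Id4 after quantile normalization (0.0498), in the fit of 16 arrays (0.0265) and with the block (0.022), and Id3 with the block (0.0175). With CHX the adjusted p was 0.34 for Id1 and 0.08 for Id4. Id4 passed there in the fit of 16 arrays (0.0183) and with the block (0.0149), and Id1 with the block (0.0151).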

Other observations

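The test of NERT activity without OHT was chosen after the result was seen.

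Ifit1, which is induced by interferon, rose in mesodermal cells from 99.0 ± 12.8 to 549 ± 139 (SD, n = 2 per group, log2 change 2.19, SE 0.21, limma adjusted p = 0.00082) and stood at 53.9 and 46.7 with CHX. Usp18, an interferon-induced protease, rose from 273 ± 55.4 to 1089 ± 355 (log2 change 1.88, SE 0.24, limma adjusted p = 0.0037), a call lost without replicate 1 of -OHT (limma adjusted p = 0.0565). Fabp7, a fatty acid binding protein of radial glia, rose in ESC from 57.1 to 322 in ESCe and from 44.6 to 307 in ESCm (n = 1 each, log2 change 2.17, SE 0.17). S1pr3 stood at 48.2 and 66.3 in mesodermal cells and rose from 107 to 595 with CHX (log2 change 2.19, SE 0.23, limma adjusted p = 0.0011). On the fourth principal component, which carried 3.1% of the variance, replicate 1 with CHX and OHT lay at 36.8 and replicate 2 at -14.4.

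Probe sets past the fold and difference criteria in a single ESC medium, 128 in number, had a median change in the other medium that was 0.57 of their own (95% bootstrap interval 0.45 to 0.64). This is consistent with thresholds and array noise of single arrays as a cause of many of these calls. An influence of the medium cannot be told apart from it for these genes, since the interval reaches down to 0.45, too low to argue against it, and each group has 1 array.

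Of the probe sets lower with OHT in mesodermal cells 108 did not meet the fold and difference criteria with CHX, though 83 of them moved down there, with a median of -0.28. Whether these falls need new protein cannot be told apart, since the difference between the responses cancelled 0.77 of the fall (95% bootstrap interval 0.69 to 0.87), a share that the choice of these probe sets on the same arrays raises by itself. Array spread may also account for many of them, since the probe sets past the criteria per direction between replicate arrays were 1.29 times the 109 falls, a ratio that single arrays overstate against means of 2. CHX by itself changed them by a median of -0.17 on the log2 scale (-0.51 to 0.09), while their median fall with OHT was -1.07. The change with CHX shares the uninduced arrays with the falls, and choosing falls on those arrays moves it down by itself. A lower level with CHX thus stays short of the whole fall for these probe sets as a set. Whether it accounts for part of the fall cannot be told, since the interval reaches down to -0.51.

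Genes that rose with OHT were higher in uninduced NERT than in uninduced control cells. The hypothesis that NERT is partly active without OHT was tested on genes that rose in the other population. In mesodermal cells the 92 genes that rose in ESC were higher in NERT by a median of 0.58, 80 of them above control, and in ESCm the 91 genes that rose in mesodermal cells by a median of 0.15, 62 of them above control. In each population this lay at percentile 100.0 of 10000 random lists of matched expression, which treat genes as independent. Nrarp stood at 621 ± 123 and 87.4 in uninduced NERT and control mesodermal cells and at 113 and 54.9 in ESCm. Hey2 (265.2 and 49.3), Hey1 (95.7 and 45.0) and Hes1 (325.5 and 218.1) were also higher in NERT mesodermal cells, and Pax6 in NERT ESCm (93.8 and 34.6). Hes5 (24.2 and 21.0) and Id1 (725.8 and 722.9) were close in mesodermal cells, and Id4 was lower in NERT (129.3 and 195.4). Of 7 Hes and Hey genes 5 lay above control in mesodermal cells, with a median log2 difference of 0.10. With 1 line each and 1 or 2 arrays per group, partial activity cannot be told apart from a difference between clones or arrays that these genes share.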
